# A hierarchical transcription factor cascade regulates enteroendocrine cell diversity and plasticity in *Drosophila*

**DOI:** 10.1038/s41467-022-34270-0

**Published:** 2022-10-31

**Authors:** Xingting Guo, Yongchao Zhang, Huanwei Huang, Rongwen Xi

**Keywords:** Pattern formation, Differentiation, Transdifferentiation

## Abstract

Enteroendocrine cells (EEs) represent a heterogeneous cell population in intestine and exert endocrine functions by secreting a diverse array of neuropeptides. Although many transcription factors (TFs) required for specification of EEs have been identified in both mammals and *Drosophila*, it is not understood how these TFs work together to generate this considerable subtype diversity. Here we show that EE diversity in adult *Drosophila* is generated via an “additive hierarchical TF cascade”. Specifically, a combination of a master TF, a secondary-level TF and a tertiary-level TF constitute a “TF code” for generating EE diversity. We also discover a high degree of post-specification plasticity of EEs, as changes in the code—including as few as one distinct TF—allow efficient switching of subtype identities. Our study thus reveals a hierarchically-organized TF code that underlies EE diversity and plasticity in *Drosophila*, which can guide investigations of EEs in mammals and inform their application in medicine.

## Abstract (web summary)

Here the authors elucidate a simple transcription factor code that underlies the complex genetic specification of enteroendocrine cell (EE) subtypes, and reveal significant cellular plasticity amongst EE subtypes.

## Introduction

Enteroendocrine cells (EEs) are a heterogeneous population of cells generated from intestinal stem cells that are scattered throughout the intestinal epithelium, with subtypes distributed in a spatially-restricted pattern along the length of gut and along the crypt-villus axis. They are considered as the major sensor of luminal content, and are known to respond to stimuli by secreting various neuropeptides/hormones to regulate diverse physiological processes, such as appetite, gut motility, glucose and lipid homeostasis^1,2^. The clinical relevance of specific EE-secreted hormones and EE subtypes has been highlighted recently: mimetics of the L-cell-produced Glucagon-like Peptide-1 (GLP-1) have been applied for the clinical treatment of diabetes and obesity^3,4^. However, the process during which EE cell diversity is generated is still not well-understood.

EEs in the adult *Drosophila* midgut show great similarity with mammals in their function, spatial distribution, cellular diversity, and cell lineage origins^5^. *Drosophila* EEs are distributed in the intestinal epithelium in a scattered pattern along the length of the midgut, constituting ~10% of cells in the epithelium^6,7^. These EEs have long been considered as heterogeneous, based on the observation that many EE-secreting hormones are expressed only in a subset of EEs and/ or at specific gut regions^8,9^. The ongoing shift toward single cell level analysis has enabled the characterization of EE diversity in exquisite detail: to data, *Drosophila* EEs are known to compromise 10 major subtypes that are all regionally-distributed and can be largely classified into two major groups: class I subtype group that includes I-a, I-ap-a/p, I-m, I-p^CCHa1^ and I-p^AstA^ subtypes and class II EE subtype group that includes II-a, II-m1, II-m2 and II-p subtypes, in addition to a minor class III subtype^10^. The class I and II subtypes are distinguished by their mutually exclusive expression of neuropeptides Allatostatin C (AstC) and Tachykinin (Tk), respectively, and each of the 10 subtypes expresses ~1 to 4 additional neuropeptide genes^10^. For simplicity, the subtypes within the class I or II groups are hereafter referred to as subclass subtypes.

Similar to mammals, *Drosophila* EEs are periodically generated from intestinal stem cells^6,7^. The specification of EEs from intestinal stem cells is initiated by a transient expression of TF Scute, which induces asymmetric stem cell division to generate EE progenitors (EEPs), each EEP then divides typically once before the accumulation of the EE fate determination factor Prospero (Pros) and consequent execution of terminal differentiation^11^. The division of EEPs is asymmetric and the resultant two EE daughters respectively express AstC and Tk, which mark class I and class II EEs, respectively^11,12^. The asymmetric division of EEP appears to be regulated by differential Notch activity, as loss of Notch causes failed specification of Tk^+^ class II EEs^12^. The single cell transcriptome analysis of EEs has also facilitated the identification of an array of TFs that are expressed in each EE subtype, and subsequent genetic analyses have delineated which TFs are required for the specification of each known EE subtype. For example, Ptx1 and Mirr are respectively required for AstC^+^ class I and Tk^+^ class II EE subtypes, and additional region specific TFs, including the middle midgut enriched Esg and posterior midgut enriched TF Drm are known to further contribute to the specification of sub-class EE subtypes^10^.

In this work, we investigated the regulatory and functional relationships among these EE-specific and EE-subtype-specific TFs, and how these TFs work together to generate EE cell diversity, we first investigated the identity maintenance function of Pros for EEs, and the genome-wide analysis of Pros target genes. Followed by enhancer activity analysis and functional genetics, our results collectively suggest a master factor (Pros) based- “TF cascade” in which a top-down hierarchy of TFs forms an additive TF cascade to generate EE subtype diversity. We also observe a surprising degree of cellular plasticity of the differentiated EEs, reflected by efficient identity switch among distinct EE subtypes via conditional gain or loss of a single TF.

## Results

### Depleting *pros* in mature EEs leads to loss of EE identity

Pros, a homeodomain related TF previously implicated in neuronal cell differentiation^13^, was initially used as a pan-EE cell marker in the midgut^6,7^. Later it was demonstrated to be essential for the differentiation of EEs: its loss causes a failure of EE generation from intestinal stem cells, whereas its ectopic expression in intestinal stem cells is sufficient to induce stem cell differentiation into EEs^14–16^. Among TFs that have been implicated in the regulation of EE specification from intestinal stem cells, including Esg, the achaete-scute gene complex (AS-C) and Ttk, Pros acts at downstream of all these factors^14,17–19^. Therefore, Pros appears to be the key regulator downstream of multiple signaling pathways to promote the specification of EEs from intestinal stem cells. However, despite its importance in EE specification, it is unclear whether Pros is continuously required in differentiated EEs for maintaining EE identity.

To address this question, we specifically depleted *pros* in EEs in prosV1-Gal4, gal80^ts^; UAS-GFP adult flies for 7 days and examined the expression of AstC and Tk, which mark class I and class II subtypes, respectively. We found that despite the total number of GFP^+^ cells did not alter significantly, virtually Tk and AstC expression were all completely lost in these *pros*-depleted GFP^+^ cells (Fig. 1a–i). The retaining of GFP expression indicates that the conditional loss of *pros* does not affect cell survival, neither the transcriptional activity of the *pros* promoter, whereas the loss of hormone expression indicates that the conditional loss of *pros* is sufficient to compromise hormone production in both class I and class II EE subtypes. As Pros expression is initiated at early EEP stages, to exclude the possibility that the loss of hormone expression is due to blocked EE differentiation from progenitor cells, we performed a time lapse analysis, and observed a gradual loss of Pros expression in the differentiated EEs that is companied by a gradual loss of hormone expression over 1, 3, and 7 days following *pros* depletion. Similarly, the number of GFP^+^ cells remains constant during this process (Supplementary Fig. 1a–d, i, j), suggesting that the cells are not disappeared. Staining with an apoptotic marker Dcp-1 also revealed that there was no obvious increase in the incidence of cell death during the process (Supplementary Fig. 1g, h). Therefore, the depletion of pros in the differentiated EEs does not affect cell survival, at least during this experimental time window, but rapidly compromises EE identity, as reflected by failed hormone production. Notably, when the flies treated for 7 days were shifted back to permissive temperature, the expression of Pros and hormones were quickly restored, showing that the loss of EE cell identity by Pros depletion is reversible (Supplementary Fig. 1e, f). These observations collectively demonstrate that Pros is continuously required for maintaining the identity but not the survival of the differentiated EEs.

**Fig. 1:**
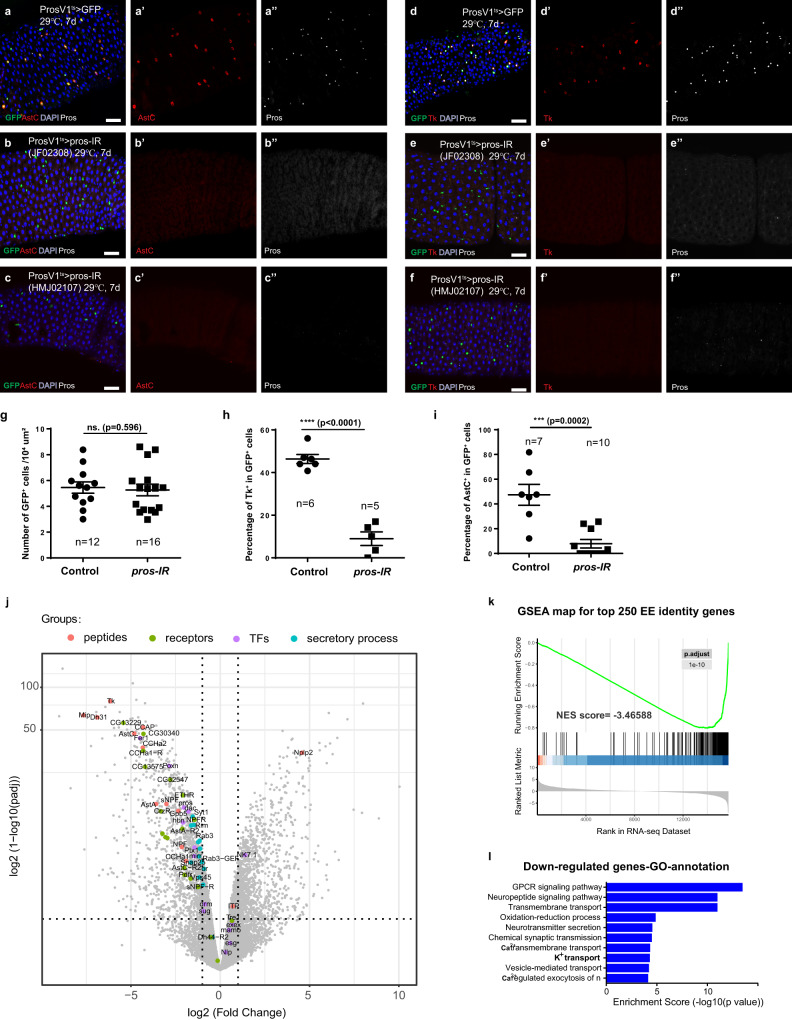
Pros maintains mature EE identity. **a**–**f** Neuropeptides AstC (**a**) and Tk (**d**) marks two major classes of EEs, and knocking down *pros* in EEs by shifting adult F1 progeny to 29 °C for 7 days abolishes both AstC (**b**, **c**) and Tk (**d**, **e**) expression. Two independent pros-RNAi lines were used: **b**–**e** for JF02308, **c**–**f** for HMJ02107; Quantification of total GFP^+^ cell number per 1 × 10^4^ μm^2^ (**g**), percentages of Tk^+^ cells (**h**) and AstC^+^ cells (**i**) in GFP^+^ cells of control and *pros*-depleted guts, Error bars represent Mean ± SEM, ns not significant, ***p < 0.001, ****p < 0.0001 (two-tailed Student’s *t* test); “n” indicate the number of guts used for quantification. Source data are provided as a Source Data file. **j** Volcano plot showing the transcriptome comparison between control and *pros*-depleted EEs. Most members within various EE signature gene sets, including neuropeptides (orange spots), peptide receptors (green spots), neuropeptide regulating TFs (purple spots) as well as factors involved in the secretory process (cyan spots), are significantly down-regulated upon *pros*-depletion. Statistical test of *p* value: two-tailed Wald test with adjustments. **k** GSEA plot showing transcriptional alternations of EE signature genes. Signature genes for certain cell type were selected according to both absolute gene expression value and comparative enrichment compared to other cell types. Among the top 250 EE signature genes, most of them are significantly downregulated upon *pros*-depletion, with an NES score of −3.46588; Statistical test of *p* value: empirical phenotype-based permutation test. **l** Gene ontology (GO) of significantly downregulated genes upon *pros* depletion. Top 10 most enriched GO terms of down-regulated genes are displayed; Statistical test of *p* value: modified Fisher’s exact test (EASE score). Scale bars, 50 μm.

### Depleting *pros* in mature EEs lead to global loss of EE-specific transcription programs

To further investigate the global effect of *pros* depletion on EE cell identity, we determined the gene expression changes. To do this, 5–7 day old adult female flies of prosV1-Gal4^ts^,UAS-GFP and prosV1-Gal4^ts^,UAS-GFP,UAS-*pros-RNAi* that were cultivated at permissive temperature were collected and shifted to restrictive temperature for 7 days. Subsequently, we FACS-sorted both control and *pros*-depleted EEs and performed bulk RNA-sequencing analysis (3 independent replicates for both control and experimental groups). 

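In prosV1-Gal4 ts flies, a temperature-sensitive repressor keeps Gal4 inactive at the permissive temperature, so that GFP and the hairpin RNA against *pros* are made in EEs only after the shift to 29 °C. About 20000 GFP+ cells that excluded propidium iodide, a stain of dead cells, were sorted per sample, and their RNA was amplified before library preparation. The authors mapped the 50 bp reads to BDGP6, counted them on genes and deposited the counts of 17558 genes for each sample without normalization. The 3 control samples held 40766059, 29602875 and 36100275 counts, and the 3 *pros*-depleted samples held 30148395, 28801665 and 27183747 counts. A floor of 3 counts in a sample corresponded to between 0.0755 and 0.110 CPM (counts scaled by library size), which covers counting error only, since amplified reads are not independent molecules. The mitochondrial large ribosomal RNA took 5.81% to 9.09% of the counts in control samples and 7.37% to 15.1% in *pros*-depleted samples, and the 20 genes with the most counts took 30.0% to 32.9% and 22.4% to 35.0%, respectively. Spearman correlations of log2 CPM across genes, which are not independent replicates, were 0.974 to 0.979 between samples of one group and 0.896 to 0.930 between samples of different groups. No pair of samples in a group held counts equal within counting noise, with a chi-square per degree of freedom of 137 to 331. In amplified libraries such a difference does not show that samples are independent, and they were taken as the replicates that the paper and the labels give.

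Genes with at least 10 counts in at least 3 samples were tested, which left 10374 genes. Counts were normalized by edgeR's TMM method, with factors between 0.946 and 1.12, and the groups were compared with edgeR's quasi-likelihood test. A gene was called higher or lower when its adjusted p was under 0.01 and its absolute log2 fold change over 0.5, the thresholds in the paper's methods. Each standard error is the absolute log2 fold change divided by the square root of the test's F statistic. The targeted gene, *pros*, lies on chromosome 3R from 11328480 to 11407627. It had 19861, 15349 and 29060 counts in the control samples and 5183, 3756 and 4945 counts in the *pros*-depleted samples, or 628 ± 182 CPM (SD, n = 3) and 154 ± 14.3 CPM (SD, n = 3). Its log2 fold change was -2.03 (standard error 0.237, adjusted p = 0.000763 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 *pros*-depleted samples lay below the 3 control samples (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Its exons share 72 bp with the non-coding gene *CR46008* on the opposite strand, and the paper's text does not name whether counting used strand. Reads of the hairpin RNA in *pros*-depleted samples, if any matched the gene, would count as *pros*. The fall could then be larger than estimated, and this was not tested.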

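Of the genes tested, 491 were called higher and 826 lower in *pros*-depleted EEs, so that 37.3% of the called genes were higher. In all 1317 called genes, every sample of one group lay above every sample of the other. Such a separation was seen in 4456 genes, or 43.0% of those tested, against 10% by chance. Among the alternatives fixed in advance, the counts of called genes moved most when control replicate 2 was left out, to 188 higher and 413 lower, and when the adjusted p was allowed up to 0.05, to 1184 higher and 1519 lower. The called genes named here have the 3 highest and the 3 lowest estimated log2 fold changes, an order that is uncertain where one group is near 0 counts. *mthl8* (chromosome 3L, 22428 to 26308) rose from 0, 1 and 1 counts in the control samples to 576, 690 and 567 counts, which is at least 230-fold higher against the floor. *v* (chromosome X, 10923972 to 10925631) rose from 0, 1 and 0 counts to 135, 138 and 175 counts, at least 55.9-fold higher. This eye colour gene is a common marker of fly stocks and transgenes. A marker carried with the RNAi transgene may account for its rise, which then would not reflect the loss of *pros*. Neither *mthl8* nor *v* was tested when a *pros*-depleted sample was left out, since too few samples then passed the filter. *CG7953* (chromosome 2L, 13847925 to 13849223) rose from 2.01 ± 0.423 CPM (SD, n = 3) to 514 ± 283 CPM (SD, n = 3), a log2 fold change of 8.00 (standard error 0.595). *CG9500* (chromosome 2L, 6357005 to 6358318) fell from 57.3 ± 10.0 CPM (SD, n = 3) to 0.109 ± 0.0812 CPM (SD, n = 3), and *CG12934* (chromosome 2R, 10648888 to 10649830) from 1173 ± 401 CPM (SD, n = 3) to 2.58 ± 1.04 CPM (SD, n = 3). *Lcp65Ag2* (chromosome 3L, 6132990 to 6133593) had 30, 65 and 19 counts in the control samples and 0 in each *pros*-depleted sample, at least 12.0-fold lower. It was called in none of the 3 fits that each left out a *pros*-depleted sample, and neither it nor *CG9500* was tested when a control sample was left out.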

As is shown in the volcano plot (Fig. 1j), *pros*-depletion led to significant upregulation of 1741 genes and downregulation of 1051 genes when compared to control EEs (Supplementary Data 1). By comparing to our previously-reported transcriptome of esg+ progenitor cells and enterocytes in the epithelium^20,21^, which were acquired based on a common experimental procedure, we selected top 250 EE-enriched genes (noted as EE signature genes, Supplementary Data 2) and performed gene set enrichment analysis (GSEA) of the genes that were significantly altered by *pros* depletion. 

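All 250 listed EE signature genes were found in the count table by symbol, and 228 of them passed the filter on low counts. For the GSEA recomputed from the counts, all genes tested were ranked by log2 fold change, not only the altered ones, and the gene labels were permuted 10000 times with a weight of 1. The authors chose the list by expression in EEs and by enrichment over progenitors and enterocytes. The profiles of the other cell types were not used here, and the paper's text does not name whether the control EE samples are the ones that served for the choice.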

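Of the 228 EE signature genes tested, 217 had a negative log2 fold change, 138 were called lower and 3 were called higher. With the adjustment made over the list alone, 177 genes passed as lower. The 3 genes called higher, named here after their values were seen, were *LysD* (log2 fold change 1.72), *LysB* (2.91) and *CG11317* (1.47). The signature's median log2 fold change was -2.47, with quartiles of -3.87 and -1.24. None of 10000 random lists of equal size, matched on mean expression, had a median as low, and their lowest was -0.15. The NES was -3.16 (p = 0.000145 over permutations of genes, the smallest they can give). Camera, a test that assumes a preset correlation between the genes of a list, gave p = 2.57e-40. That correlation was not estimated from the data, so this p does not allow for how strongly the signature genes vary together. The number of signature genes called lower was 181 when the adjusted p was allowed up to 0.05, and 105 without control replicate 2.

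**Figure D1:**
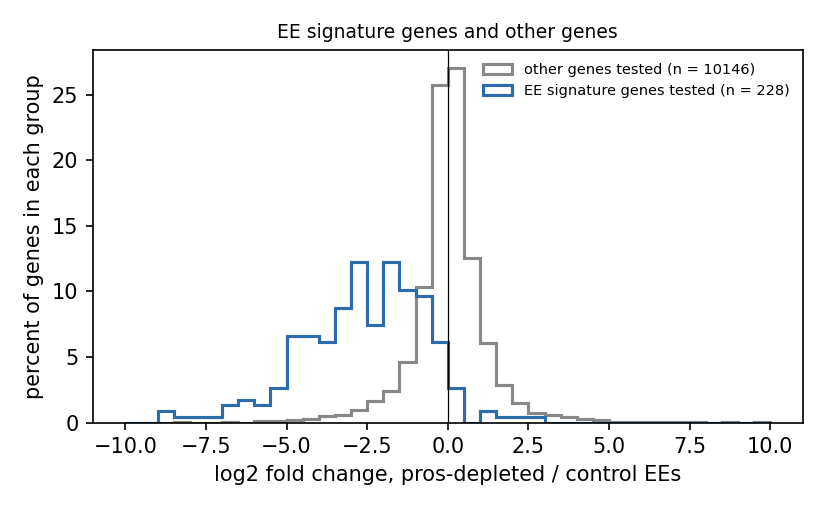
Distribution of the log2 fold change of *pros*-depleted over control EEs, on the horizontal axis, for the 228 EE signature genes tested (blue) and the other genes tested (grey), with the percent of genes in each group per bin of 0.5 on the vertical axis. Most signature genes lie below 0, around their median of -2.47.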

Almost all EE signature genes were significantly down-regulated following *pros* depletion, with a normalized enrichment score (NES) of −3.466 (Fig. 1k). Gene ontology analysis also revealed that all of the top 10 gene categories of down-regulated genes were closely related to various aspects of cellular functions specific to EE, such as neuropeptide-GPCR signal transduction, ion channels, transmembrane transport, and neurotransmitter secretion (Fig. 1l and Supplementary Data 3). In addition, many EE signature genes, such as hormones and GPCRs, including hormones that distinguish EE subtypes (such as DH31 for IIp subtype and sNPF for class III subtype), and genes involved in post-transcriptional regulation and secretion of peptide hormones were significantly down-regulated upon *pros* depletion (Supplementary Fig. 2a–d). 

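The genes printed for the top 10 categories in Supplementary Data 3 number 149 once duplicates are removed and symbols are matched to the count table. The paper listed them because they fell, and all 149 had a negative log2 fold change here, with 112 called lower. Neuropeptide signaling had 21 of 23 genes called lower, with a median log2 fold change of -3.25, and G-protein coupled receptor signaling had 27 of 30, with a median of -2.50. Chemical synaptic transmission had 10 of 16 genes called lower and transmembrane transport 21 of 30. Potassium ion transport had 8 of 10 genes called lower and neurotransmitter secretion 16 of 19. The enrichment of the categories was not recomputed, since only the genes printed by the paper were used. Leaving out control replicate 2 moved the count most, from 112 to 70 genes.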

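Together, the 14 peptide hormone genes of Supplementary Fig. 2a took 10.4%, 11.5% and 11.1% of all counts in the control samples and 0.827%, 1.20% and 1.17% in the *pros*-depleted samples. Of these genes, 11 were called lower, and 12 with the adjustment made over the list alone. *Dh31* (chromosome 2L, 8491868 to 8506845) fell from 809 ± 134 CPM (SD, n = 3) to 6.90 ± 3.86 CPM (SD, n = 3), a log2 fold change of -6.88 (standard error 0.555, adjusted p = 0.000158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *sNPF* (chromosome 2L, 20027915 to 20056373) fell from 20.2 ± 6.98 CPM (SD, n = 3) to between 1.58 and 3.61 CPM in the 3 *pros*-depleted samples, and its log2 fold change was between -3.35 and -2.72 over the alternatives (standard error 0.374, adjusted p = 0.00102 from the same edgeR test and adjustment). *AstC* (chromosome 2L, 11076165 to 11081399) fell from 34269 ± 3249 CPM (SD, n = 3) to 1224 ± 602 CPM (SD, n = 3). Among the 19 hormone receptor genes, 13 were called lower, and 16 with the adjustment over the list. Supplementary Data 1 describes its hormone, receptor, secretory and TF genes as hits in *pros*-depleted EEs. Their counts called lower, with either adjustment, may therefore follow in part from a choice made on the same RNA-seq data. *CCHa1-R* (chromosome 2R, 17646848 to 17665068) had a log2 fold change of -4.31 (standard error 0.352). The secretory genes were called lower in 11 of 13 cases, and *Rab3* (chromosome 2R, 10721335 to 10729203) fell from 333 ± 30.3 CPM (SD, n = 3) to 142 ± 18.3 CPM (SD, n = 3). Of the 8 genes for processing of peptide precursors in Supplementary Fig. 2d, 5 were called lower. The count of secretory genes called lower depended most on single samples, with 3 of 13 without *pros*-depleted replicate 1 and 4 without control replicate 2. *Rab3* was called in neither of these fits, but its log2 fold change moved little, from -1.23 to -1.12 and -1.17. Its adjusted p lay just past the threshold, at 0.01003 and 0.0103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

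**Figure D2:**
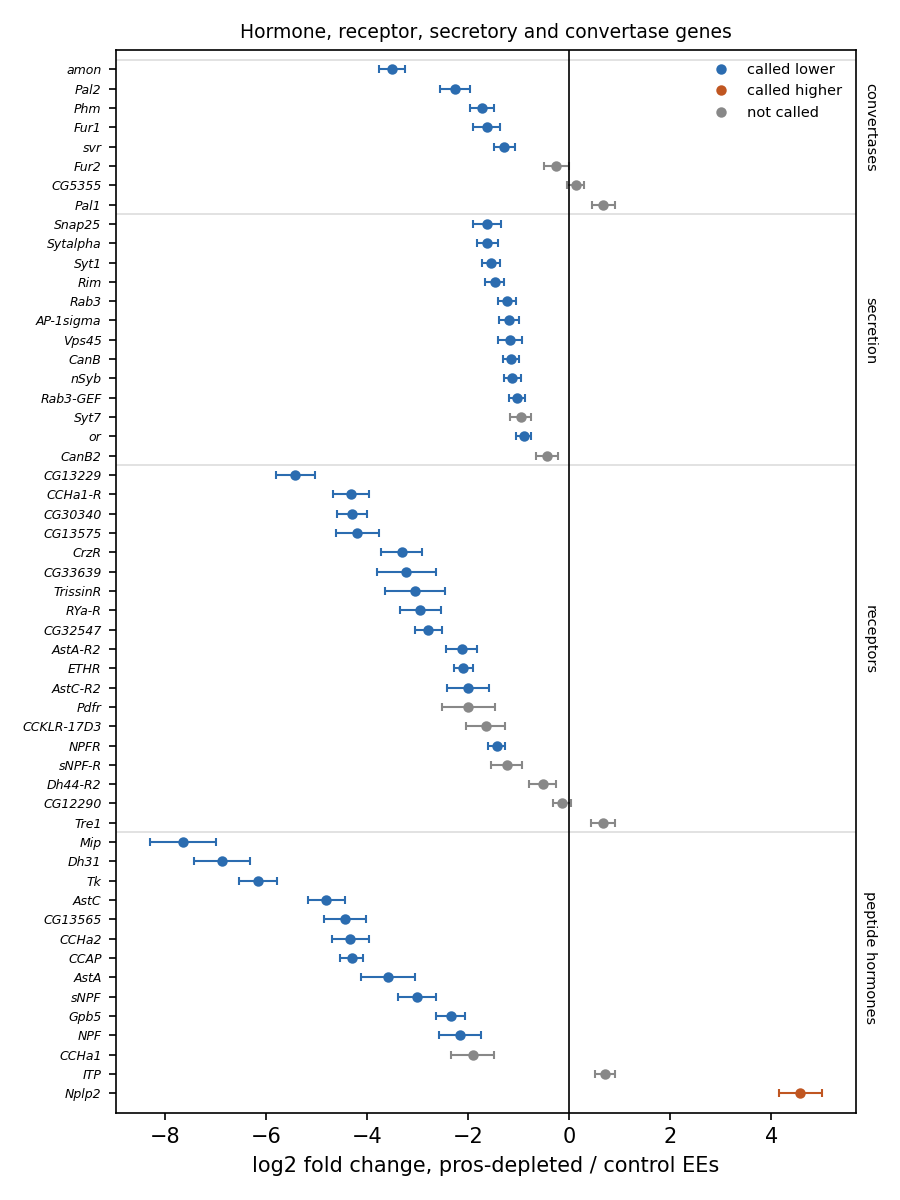
Log2 fold change of *pros*-depleted over control EEs on the horizontal axis for each peptide hormone, receptor, secretory and convertase gene, with bars of 1 standard error and 3 samples per group. Genes called lower (blue) make up 11 of 14 hormones, 13 of 19 receptors, 11 of 13 secretory genes and 5 of 8 convertases, and *Nplp2* (orange) was the hormone called higher.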

By immunostaining, we further confirmed the reduced expression of a pan-EE marker Rab3 (Supplementary Fig. 2e, f), as well as a hormone receptor CCHa1-R, which is normally expressed in EEs at anterior and middle midgut regions, following pros depletion (Supplementary Fig. 1g, h). However, we did observe a few exceptions: peptide hormones ITP and Nplp2, as well as a GPCR receptor Tre1 instead showed increased expression following *pros* depletion (Supplementary Fig. 2a, c, highlighted in red). 

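*Nplp2* (chromosome 3L, 13356376 to 13357223) rose from 35.0 ± 9.15 CPM (SD, n = 3) in control EEs to 835 ± 385 CPM (SD, n = 3) in *pros*-depleted EEs, a log2 fold change of 4.58 (standard error 0.426, adjusted p = 0.000276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *ITP* (chromosome 2R, 24537421 to 24558961), the change from 61.1 ± 12.3 CPM (SD, n = 3) to 99.7 ± 8.57 CPM (SD, n = 3) did not pass the threshold, with a log2 fold change of 0.70 (standard error 0.197, adjusted p = 0.0330 from the same edgeR test and adjustment). The exons of *ITP* share 296 bp with *CG4622* on the opposite strand. *Tre1* (chromosome X, 5673830 to 5679977) changed from 40.1 ± 10.8 CPM (SD, n = 3) to 63.6 ± 11.0 CPM (SD, n = 3), and its log2 fold change of 0.66 was also not called (standard error 0.239, adjusted p = 0.0760 from edgeR with the same adjustment). For each of the 3 genes, all *pros*-depleted samples lay above all control samples. *ITP* was called higher when the adjusted p was allowed up to 0.05, and *Tre1* was not.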

Interestingly, the expression of these genes is not restricted to EEs^10,22^. More specifically, Tre1 is highly expressed in progenitor cells, and ITP is expressed in all intestinal epithelial cells at the posterior end of the fly midgut^10^. Therefore, Pros regulates the expression of the entire peptide hormones and GPCRs that are specifically expressed in EEs or EE subtypes in the intestinal epithelium.

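Besides these 3 genes, the hormone and receptor genes not called lower were *CCHa1* and 5 receptors. *CCHa1* (chromosome 3R, 14092504 to 14096835) fell from 3194 ± 476 CPM (SD, n = 3) to 850 ± 537 CPM (SD, n = 3), a log2 fold change of -1.91 (standard error 0.428, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called lower by DESeq2. *CCKLR-17D3* (log2 fold change -1.65), *sNPF-R* (-1.24) and *Pdfr* (-1.99) were lower in every *pros*-depleted sample than in every control sample, and were likewise called by DESeq2. *CG12290* (-0.14) and *Dh44-R2* (-0.52) overlapped between the groups, and exons of *Dh44-R2* share 1074 bp with *CG34234* and *fdl* on the opposite strand. Of the secretory genes, *Syt7* (-0.95) and *CanB2* (-0.44) were not called, and of the genes for precursor processing, *Fur2* (-0.25), *CG5355* (0.13) and *Pal1* (0.68) were not. The exons of *Pal1* share 136 bp with *CG1418* and *CG15863* on the opposite strand.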

EE diversity is dependent on subtype-specific expression of many TFs^10^. To investigate whether these TFs are also regulated by Pros, we profiled their expression in normal and *pros*-depleted EEs. The results showed that most of these TFs were significantly downregulated upon *pros-IR*, including Ptx1 and Mirr, which are respectively required for specification of class I and class II subtypes, as well as subclass-specific TFs, including Drm, Hbn, Poxn, Fer1, Sug and Dac. 

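Of the 9 TFs printed in black in Supplementary Fig. 2j, *pros* included, 7 were called lower, and 8 with the adjustment made over the list alone. *Fer1* (chromosome 3R, 7136206 to 7141972) fell most, from 149 ± 24.3 CPM (SD, n = 3) to 6.68 ± 2.89 CPM (SD, n = 3), a log2 fold change of -4.48 (standard error 0.339, adjusted p = 0.000130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptx1* (chromosome 3R, 30912754 to 30930682) fell from 142 ± 19.4 CPM (SD, n = 3) to 52.5 ± 12.7 CPM (SD, n = 3), a log2 fold change of -1.43 (standard error 0.228, adjusted p = 0.00309 from the same edgeR test and adjustment). *mirr* (chromosome 3L, 12693639 to 12710249) fell from 79.1 ± 16.7 CPM (SD, n = 3) to 29.1 ± 8.43 CPM (SD, n = 3), a log2 fold change of -1.44 (standard error 0.259, adjusted p = 0.00548 from edgeR, adjusted likewise). *Poxn* (chromosome 2R, 15826693 to 15835055), *hbn* (chromosome 2R, 20954668 to 20960909) and *dac* (chromosome 2L, 16466512 to 16485998) had log2 fold changes of -2.85 (standard error 0.218), -2.07 (standard error 0.264) and -1.77 (standard error 0.181), and were called lower. *drm* (chromosome 2L, 3539247 to 3548423) was not called, with a log2 fold change of -0.85 (standard error 0.246, adjusted p = 0.0376 from edgeR's test, Benjamini-Hochberg). Nor was *sug* (chromosome 2R, 12924567 to 12930644), at -0.92 (standard error 0.313, adjusted p = 0.0638 from edgeR's test, Benjamini-Hochberg), whose exons share 98 bp with *CG13319* on the same strand. Leaving out control replicate 2 moved the count of these TFs most, to 5, with *Ptx1* and *mirr* no longer called. Of the 6 fits without one sample, *Ptx1* was called in 3 and *mirr* in 2.

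**Figure D3:**
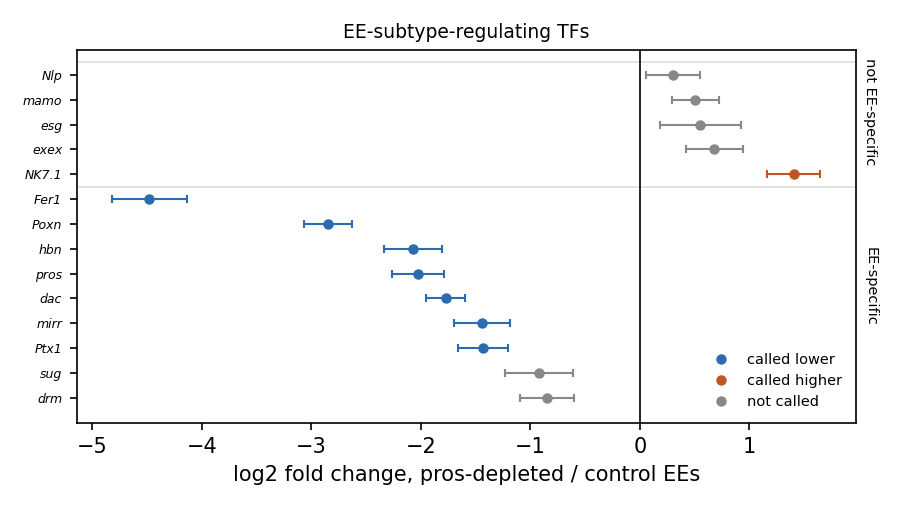
Log2 fold change of *pros*-depleted over control EEs on the horizontal axis for each TF of Supplementary Fig. 2j, with bars of 1 standard error and 3 samples per group. The 7 TFs called lower (blue) lie between -4.48 and -1.43, and *NK7.1* (orange) was called higher.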

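Of *esg*, *Nlp*, *mamo*, *exex* and *NK7.1*, all 5 had a positive log2 fold change, and *NK7.1* was called higher. *NK7.1* (chromosome 3R, 14329413 to 14372951) rose from 32.9 ± 5.07 CPM (SD, n = 3) to 87.2 ± 24.8 CPM (SD, n = 3), a log2 fold change of 1.41 (standard error 0.240, adjusted p = 0.00441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons share 196 bp with *spn-B* on the opposite strand, and it was not called in 4 of the 6 fits that each left out one sample. *exex* (chromosome 3L, 7948186 to 7951563) had a log2 fold change of 0.68 (standard error 0.258) and *mamo* (chromosome X, 13846116 to 13990527) one of 0.51 (standard error 0.213), each with the *pros*-depleted samples above the control samples. *esg* (chromosome 2L, 15333866 to 15336138) went from 148 ± 46.9 CPM (SD, n = 3) to 217 ± 109 CPM (SD, n = 3), and *Nlp* (chromosome 3R, 30004785 to 30010352) from 704 ± 149 CPM (SD, n = 3) to 871 ± 229 CPM (SD, n = 3). The samples of these last genes overlapped between the groups (two-sided exact permutation tests, p = 0.5 for *esg* and 0.4 for *Nlp*). The exons of *Nlp* share 77 bp with *CG7911* on the opposite strand.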

Surprisingly, a number of TFs that are known to be required for the specification of EE subtypes, including Esg, Nlp, Mamo, Exex and NK7.1 (highlighted by green), were up-regulated following *pros* depletion (Supplementary Fig. 2J). Interestingly, the expression of these TFs again is not restricted to EEs, as they are also expressed in intestinal progenitor cells and/or enterocytes (Supplementary Fig. 2I). Therefore, Pros regulates the expression of all EE-specifically-expressed TFs and peptide hormones, further supporting the idea that Pros is a master regulator of EE fate.

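Over the TFs printed in black, 9 of 9 had every *pros*-depleted sample below every control sample, as had 12 of the 14 peptide hormones, while the other hormones were separated in the opposite direction. The paper reports that hormones and TFs expressed specifically in EEs fell, and that the genes that rose are also expressed outside EEs. From this it concludes that Pros regulates the TFs and peptide hormones expressed specifically in EEs. It takes this conclusion as further support for Pros being a master regulator of EE fate.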

### Pros directly targets EE identity genes revealed by DamID

It is known that Pros regulates the neuroblast-to-neuron differentiation process by directly repressing cell cycle and neuroblast-specific genes and activating neuron-related genes to promote neuron differentiation^23^, we thus suspect that Pros may directly target and promote transcription of EE-specific genes to promote EE specification. We therefore performed a targeted DNA Adenine Methyltransferase Identification (DamID) by specifically expressing optimized Dam (oDam) alone (control group) or oDam-Pros fusion transgene (experimental group, Fig. 2a) in EEs to profile potential Pros targets according to the previously described iDamID/iDEAR pipeline^24^. Ectopic expression of Dam-Pros in progenitor cells led to near complete depletion of these cells, similar to that caused by overexpressing Pros alone^14^, indicating that the chimeric protein is biologically functional (Supplementary Fig. 3a, b). Two replicates for Dam-ID experimental group and three for control groups were carried out, and Pearson co-relation scores revealed excellent consistency inside groups and significant differences between control and experimental groups (Supplementary Fig. 3c). Parameters for calling Pros binding peaks as positive peaks were set as the following: the log 2FC between Dam-pros and control is above 1 and the adjusted *p* value is below 0.01. In total, we observed 2936 significantly enriched Pros binding peaks, corresponding to 2238 different genes.

**Fig. 2:**
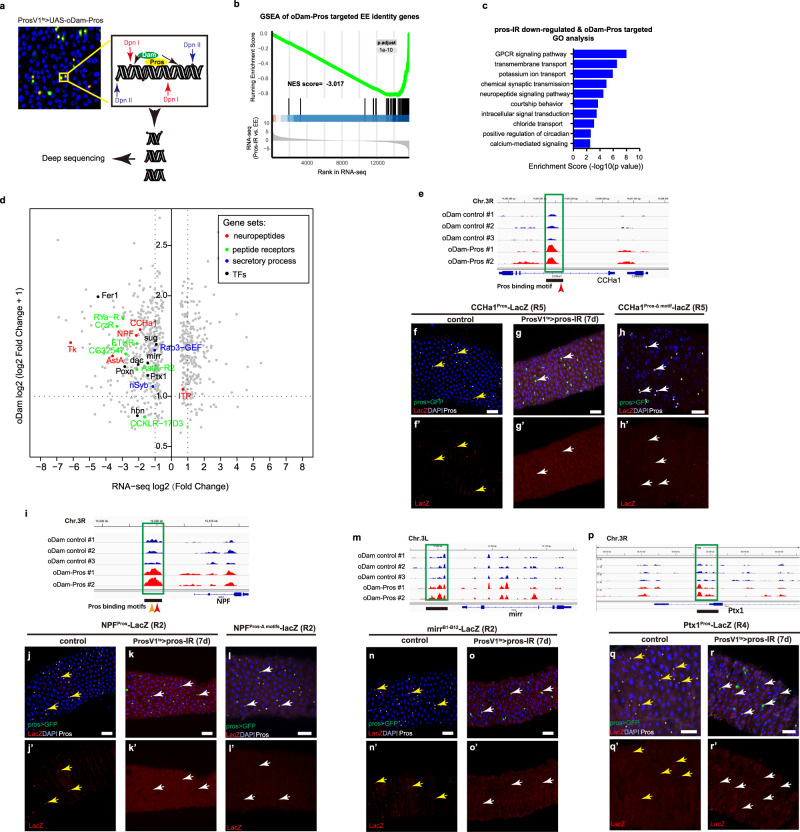
Pros globally binds to and regulates the transcription of EE signature genes. **a** A schematic diagram for Dam-ID analysis to seek for Pros binding sites in EEs of adult flies; **b** GSEA map of Dam-Pros targets among top 250 EE identity genes. Almost all of these genes are down-regulated upon *pros* depletion; **c** GO analysis of genes both targeted by Pros Dam-ID and down-regulated upon *pros* depletion; **d** Scatter graph showing multiple EE identity gene sets that downregulated after *pros-RNAi* were also targeted by Pros, including neuropeptides (orange spots), peptide receptors (green spots), and neuropeptide regulating TFs (purple spots). **e** Examples showing direct Pros targeting on neuropeptide gene CCHa1, the putative Pros targeting region and predicted Pros binding motif are labeled; A LacZ reporter driven by the putative Pros binding sequence on CCHa1 locus marks a subset of R5 EEs (**f**, yellow arrow heads), and depleting *pros* by ProsV1^ts^ > *pros*-RNAi abolishes LacZ expression entirely (**g**, white arrow heads), depleting the conserved Pros binding motif significantly abolished lacZ activity (**h**, white arrow heads); **i** Examples showing direct Pros targeting on neuropeptide gene NPF, and the putative Pros targeting region and predicted Pros binding motif are labeled; A LacZ reporter driven by the putative Pros binding sequence on NPF locus marks a subset of R2 EEs (**j**, yellow arrow heads), and knocking down *pros* abolishes LacZ expression entirely (**k**, white arrow heads), depleting the two conserved Pros binding motif also significantly abolished lacZ activity (**l**, white arrow heads); **m** An example showing direct Pros targeting on gene locus of mirr. The putative Pros targeting region is underlined. Mirr-lacZ is specifically expressed in a subset of EEs (**n**), and its expression is abolished by knocking down *pros* (**o**). **p** Examples showing direct Pros targeting on gene loci of Ptx1. The putative Pros targeting region is underlined; A LacZ reporter driven by the putative Pros binding sequence on Ptx1 locus marks a subset of EEs located at R4 region (**q**, yellow arrow heads), and *pros* depletion entirely abolishes LacZ expression (**r**, white arrow heads), Scale bars, 50 μm.

We next performed a combined analysis of the Dam-ID and RNA-seq results to identify genes that are both DamID- targeted and transcriptionally altered upon *pros* depletion, and these genes were then considered as Pros-target genes. 

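Supplementary Data 5 lists 309 genes that the paper found both bound in Dam-ID and lower in the RNA-seq comparison. The Dam-ID calls are the paper's, and only the RNA-seq values were recomputed. All 309 genes were found in the count table and 304 were tested. Each of the 304 had a negative log2 fold change, with a median of -1.66 and quartiles of -2.44 and -1.12, and 197 were called lower. With the adjustment made over the list alone, 270 were called, but the list was chosen on the same RNA-seq data and this count shows no stability. The number called lower was 279 when the adjusted p was allowed up to 0.05, and 121 without control replicate 2.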

With this approach, we identified 690 such Pros target genes, with 309 of them showed significant downregulation upon *pros* depletion, while the rest showed significant upregulation upon *pros* depletion (Supplementary Fig. 3d). The comparable number of up- and down-regulated genes suggests that Pros may function either as a suppressor or an activator of transcription, an idea that has been proposed previously^23^. 

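Of the 68 EE signature genes that Supplementary Data 4 gives as bound in Dam-ID, 66 were tested. In 65 of the 66 genes the log2 fold change was negative, and in 60 every *pros*-depleted sample lay below every control sample. The number called lower was 46, and 58 with the adjustment made over the list alone. The largest decrease in the list was a log2 fold change of -6.92. *CG11317* was called higher, and the remaining 19 genes were not called. Without control replicate 2, 37 of the genes were called lower.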

Further GSEA analysis revealed that 68 of the top 250 EE signature genes were targeted by Pros, and almost all of these genes were down-regulated upon *pros*-depletion (Fig. 2b and Supplementary Data 4). GO category analysis of the Pros target genes highlights many EE-specific gene programs, including neuropeptide and GPCR signaling, transmembrane transport, as well as ion channel activity (Fig. 2c and Supplementary Data 5). 

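Of the genes that Supplementary Data 6 lists for Fig. 2d, 4 of 6 peptide hormones, 7 of 10 receptors, both secretory genes and 7 of 10 TFs were called lower. The paper lists them as hits in Dam-ID and in the same RNA-seq data, so these counts are not independent support. *Tk* (chromosome 3R, 11994175 to 12005473) fell from 13138 ± 1437 CPM (SD, n = 3) to 185 ± 83.5 CPM (SD, n = 3), a log2 fold change of -6.15 (standard error 0.379, adjusted p = 7.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AstA* (chromosome 3R, 24760530 to 24765071) fell from 9954 ± 3596 CPM (SD, n = 3) to 830 ± 590 CPM (SD, n = 3), with a log2 fold change of -3.58 (standard error 0.533, adjusted p = 0.00230 from the same edgeR test and adjustment). *AstA* was not called without *pros*-depleted replicate 2, nor with the replicate number as a block. *NPF* (chromosome 3R, 16609220 to 16611325) fell from 21340 ± 5388 CPM (SD, n = 3) to 4807 ± 2866 CPM (SD, n = 3), with a log2 fold change of -2.15 (standard error 0.415, adjusted p = 0.00736 from edgeR, adjusted likewise). The log2 fold change of *NPF* lay between -2.74 and -1.85 in the fits that each left out one sample, and the gene was called in 1 of those 6 fits. Among the listed receptors, *SPR* was called higher, with a log2 fold change of 1.98 (standard error 0.302), and is named here after its value was seen.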

By plotting these Pros target genes in a scatter graph, we readily observed many genes that are related to EE subtypes, such as neuropeptide AstA that is expressed exclusively in class I group subtypes, Tk and NPF that are exclusive to class II group subtypes, as well as a number of TFs that are involved in regulating EE subtype specification, such as Mirr, Ptx1, and Fer1 (Fig. 2d and Supplementary Data 6).

To further validate the Pros binding sites on the Pros target genes identified by DamID, we selected two neuropeptide genes and constructed LacZ reporter lines driven by the putative Pros binding regions, and named the reporter lines as CCHa1^Pros^-lacZ and NPF^Pros^-lacZ, respectively. The neuropeptide CCHa1 is normally expressed in several EE subtypes across class I and class II groups, and the putative binding site is localized within the first intron of the CCHa1 locus (Fig. 2e); The neuropeptide NPF is specifically expressed in several subtypes specifically within the class II group, and the putative Pros binding region is about 2 kb upstream of the transcription starting site (TSS) (Fig. 2h). Both CCHa1^Pros^-lacZ and NPF^Pros^-lacZ showed specific expression pattern in a subset of EEs (Fig. 2f, j, yellow arrow heads), and in both cases, the expression was diminished upon *pros* depletion (Fig. 2g, j, white arrow heads). A consensus Pros binding motif (T-A/T-A-G-A/C/G-C-G/A/T) has been previously defined^23,25^, and interestingly, we identified one putative Pros binding motif in the CCHa1 enhancer (+1734 bp to +1740 bp of the TSS), and two putative Pros binding motifs in the NPF enhancer (Motif 1: TTAGCCG, −1595 bp to −1589 bp; Motif 2: TAAGCTG, −1471 bp to −1465 bp of the TSS) (Fig. 2e, i). To determine if the putative Pros motif is important for the enhancer activity, we generated lacZ reporter lines with the same enhancer fragments except that the Pros binding motifs were deleted. As is shown in Fig. 2h, l, deletion of the Pros motif abolished the expression of both reporters in EEs. These results suggest that Pros directly regulates the enhancer activity of neuropeptide genes *CCHa1* and *NPF* through the canonical Pros binding motif.

Mirr is a regulator for all class II subtypes, and a putative Pros binding region was found at about 1 kb upstream of the TSS site, close to the previously reported mirr ^B1-B12^-lacZ enhancer trap insertion site (Fig. 2m)^26^. This reporter was specifically expressed in Tk^+^ EEs, and similarly, its expression was readily abolished upon *pros* depletion (Fig. 2n, o). Ptx1 is a regulator for all class I subtypes, and a putative Pros binding region was found at the intronic region (Fig. 2p). The reporter driven by this region (Ptx1^pros^-lacZ) was found to be expressed in a subset of EEs, and its expression was also abolished upon *pros* depletion (Fig. 2q, r). Collectively, these results suggest that Pros directly regulates the transcription of EE-specifically-expressed TFs and neuropeptides, thereby further supporting its role as a master fate inducer and maintenance factor for the EE identity.

To facilitate the study of the regulatory relationships among subtype regulators, we hereafter consider Pros at the top of the TF hierarchy named as the 1^0^ TF, the TFs Mirr and Ptx1 that regulate the entire class I or class II subtypes are considered as class-level TFs and noted as 2^0^ TFs, and other TFs that regulate EE subtypes within either class I or class II groups are noted as 3^0^ TFs.

### Cell identity conversion between class I and class II subtypes upon gain or loss of Mirr

We next investigated the regulatory relationships between the 2^0^ TFs in determining class I versus class II subtype identity. Due to regional variations in the percentage of Tk^+^ or AstC^+^ EEs along the length of midgut, here we focused on R4c and R5 regions at the posterior midgut, where all EEs are either Tk or AstC positive with a 1:1 ratio (Fig. 3a, b). In agreement with a known essential role for *mirr* in class II EE specification, depletion of *mirr* in EEs with two independent RNAi lines all caused near complete loss of Tk expression in all EEs, while the expression of the 1^0^ TF Pros was not affected (Fig. 3c*mirr-RNAi* using JF02196 and Supplementary Fig. 4a*mirr-RNAi* using SH05171.N). Using both Gal4 and lexA expression systems, we further confirmed a requirement for *mirr* in the expression of DH31, another neuropeptide that is only expressed in several subtypes within the class II group^10^ (Supplementary Fig. 5a, b). Surprisingly, following *mirr* depletion, we observed that almost all EEs turned on the expression of AstC, the marker for class I subtypes (Fig. 3b, d, i and Supplementary Fig. 4b). In addition, AstA, another neuropeptide that is only expressed in several subtypes within the class I group^10^, was also induced in more than 80% EEs at the posterior midgut (Supplementary Fig. 5e, f, h). These observations indicate a possibility that depletion of *mirr* induces a fate switch from class II to class I subtype identity.

**Fig. 3:**
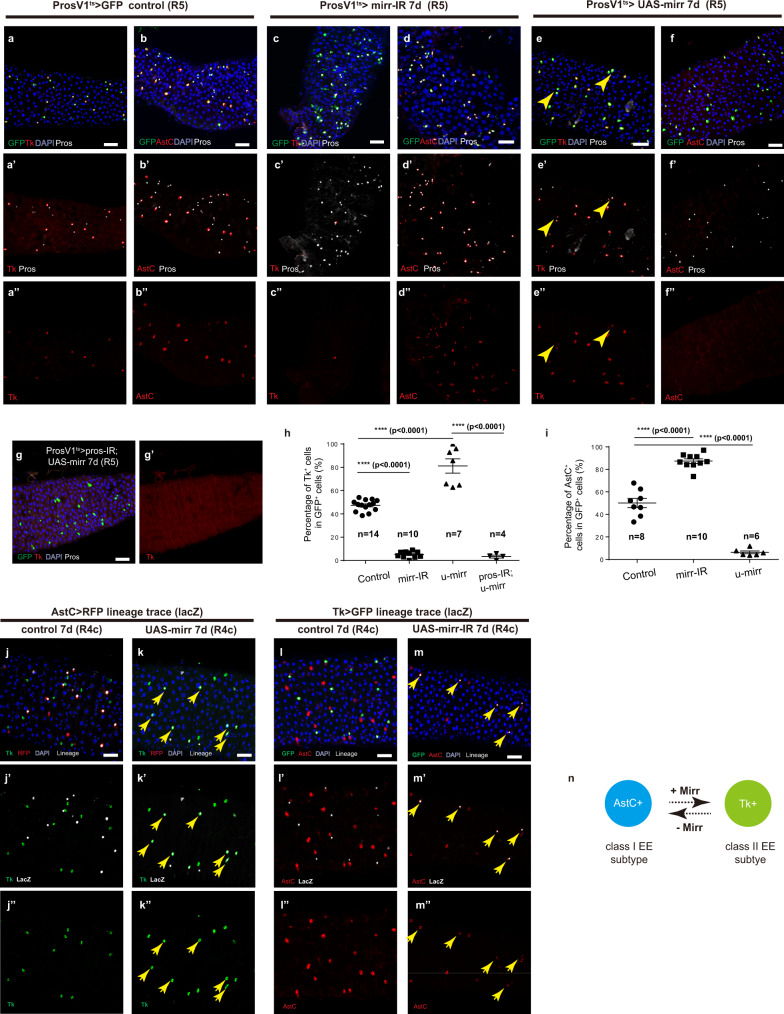
Subtype identity conversion between class I and class II EEs by gain or loss of Mirr. **a**–**f** Tk marks class II subtypes (**a**), and AstC marks class I subtypes (**b**). Within R4c and R5 regions of the midgut, knocking down *mirr* by ProsV1^ts^ > *mirr-RNAi* (JF02196, Chr.3) abolishes Tk expression (**c**, **h**), while turns on AstC expression in almost all EEs (**d**, **i**). Mirr overexpression by ProsV1^ts^ > UAS-*mirr* activates Tk expression in almost all EEs (**e**, yellow arrowheads labels Tk^+^ EE pairs), while suppresses AstC expression (**f**, **i**); **g** despite ectopic expression of Mirr, Tk expression is not detected in the absence of *pros*; **h** percentages of Tk^+^ cells among all GFP^+^ cells in *control*, *mirr-IR*, *u-mirr* and *u-mirr; pro-IR* guts. Error bars represent Mean ± SEM, ****p < 0.0001 (two-tailed Student’s *t* test), “n” indicate the number of guts used for quantification; Source data are provided as a Source Data file. **i** Percentages of AstC^+^ (I) cells among all GFP^+^ cells in control, *mirr-IR* and *u-mirr* guts. Error bars represent Mean ± SEM, ****p < 0.0001 (two-tailed Student’s *t* test), “n” indicate the number of guts used for quantification; Source data are provided as a Source Data file. **j** AstC-gal4,u-RFP/cyo; Act«lacz,gal80ts and UAS-flp,Gal80/CyO are used to perform lineage tracing of AstC+ EEs. In normal guts, AstC-Gal4 lineage cells remain positive for AstC and negative for Tk. **k** Lineage tracing of AstC^+^ EEs in *mirr* overexpressed guts. AstC-Gal4 lineage positive cells have turned on Tk (yellow arrow heads), while the expression of AstC is inhibited. **l** UAS-flp,Gal80/CyO; dtk-Gal4,UAS-GFP/TM6 and Act«lacz,gal80ts are used to perform lineage tracing of Tk^+^ EEs. In normal guts, Tk-Gal4 lineage cells remain positive for Tk and negative for AstC. **m** Lineage tracing of Tk^+^ EEs in *mirr*-depleted guts. Tk-Gal4 lineage cells have turned on the expression of AstC (yellow arrow heads), while the expression of Tk was inhibited. **n** A schematic model of identity conversion between class I and class II subtypes. In differentiated EEs, ectopic activation or knocking down *mirr* causes subtype identity conversion from class I to class II or class II to class I subtypes, respectively. Scale bars, 50 μm.

To further test the idea of cell fate conversion, we overexpressed *mirr* in all EEs for 7 days, and observed that class II subtype-specific neuropeptides Tk and DH31 were expressed in virtually all EEs at the posterior midgut (R5 region) (Fig. 3e, h and Supplementary Fig. 5c, d), while the expression of class I- specific neuropeptides AstC and AstA were abolished (Fig. 3f, i and Supplementary Fig. 5g, h). These phenomena cannot be simply explained by the loss of pre-existing EEs and regeneration of new EEs from intestinal stem cells. Normally the stem cells are relatively quiescent and the epithelium turns over in 2 or more weeks^27,28^. In addition, altering *mirr* overexpression does not appear to affect EE survival, as there was no obvious increase in cell death incidence following either *mirr* overexpression or depletion (Supplementary Fig. 6a–c). These observations suggest that Mirr is both necessary and sufficient for the establishment of class II EE subtype identity, and indicate that class I and class II EEs are probably inter-switchable.

The function of the other 2^0^ TF Ptx1 appeared to be very different. Despite the fact that Ptx1 is required for AstC expression in class I subtypes, *ptx1* depletion in EEs failed to induce Tk expression (Supplementary Fig. 7a, b). Additionally, overexpression of *ptx1* in all EEs did not cause any visible alterations in neuropeptide expression patterns, neither AstC was ectopically activated nor Tk was suppressed (Supplementary Fig. 7c, d). Collectively, these observations suggest that during EE cell specification, the Ptx1-mediated specification of the class I EE acts as a default type, while the expression of Mirr in half of the committed progenitor cells allows the adoption of class II EE cell identity.

Next, we performed cell lineage tracing analysis to further confirm the direct identity conversion between the two classes of EEs. We crossed AstC-gal4,UAS-RFP/cyo; Act < stop < lacZ, tub-Gal80^ts^ flies with UAS-flp,tub-Gal80^ts^ or UAS-flp,tub-Gal80^ts^; UAS-*mirr* flies to perform cell lineage tracing of AstC^+^ EEs, and crossed UAS-flp,tub-Gal80^ts^/CyO; dtk-Gal4,UAS-GFP/TM6 flies with Act < stop < lacZ, tub-Gal80^ts^ or UAS-*mirr-RNAi*; Act < stop < lacZ, tub-Gal80^ts^ flies for tracing Tk^+^ EEs. Adult F1 progenies with desired genotypes were shifted to the restrictive temperature for 7 days before analysis. In these control guts, all AstC-Gal4 lineage positive class I subtypes were still AstC^+^ (visualized by AstC-Gal4 > RFP expression), and its expression was mutually exclusive with Tk (visualized by anti-Tk staining) (Fig. 3j). Similarly, the class II subtypes labeled by Tk-Gal4 lineage showed persistent expression of Tk during the 7 day tracing period, and the Tk^+^ cells were mutually exclusive with AstC^+^ cells (Fig. 3l). These results suggest that there is no identity switch occurred between class I and class II EE subtypes under normal conditions. However, ectopically expressing *mirr* in the AstC-Gal4 lineage EEs suppressed AstC expression and turned on Tk expression (Fig. 3k, yellow arrowheads), while knocking down *mirr* in the Tk-Gal4 lineage EEs led to the loss of Tk expression and acquisition of AstC expression (Fig. 3m, yellow arrowheads). These results confirm a direct identity switch between the two mature EE subtype and Mirr as a master regulator of class II subtype identity: loss of *mirr* in class II subtype is sufficient to convert them into class I subtype, and ectopic expression of *mir*r in class I subtype is sufficient to convert them into class II subtype identity (Fig. 3n).

### Pros cooperates with 2^0^ TFs to define class I and II EE subtypes

Having established a general requirement for Pros in EE identity maintenance, and an instructive role for Mirr in specifying class II subtype identity, we next determined whether Pros remains to be indispensable for class I and II subtype specification once Ptx1 or Mirr expression has been activated. To do this, we overexpressed *mirr* and simultaneously depleted *pros* in EEs, and found that in this case, Tk expression was not induced (Fig. 3g, h), and in fact, the expression of AstC was lost as well, even under conditions when *ptx1* was overexpressed (Supplementary Fig. 7e). Thus, Pros is continuously required for both Mirr-mediated establishment of class II subtype identity and Ptx1-mediated establishment of class I subtype identity. Considering both the 1^0^ TF Pros and the 2^0^ TFs Mirr and Ptx1 are required for the enhancer activity that drives expression of neuropeptide genes (shown later in this study), it is tempting to speculate that Pros acts cooperatively with the 2^0^ TFs Mirr or Ptx1 on gene enhancers to promote transcription of their shared target genes.

### Notch acts at the early progenitor stage to regulate *mirr* expression and class II EE specification

Given that the expression of Ptx1 and Mirr both require Pros, how is the expression diversity achieved among EEs? Notch signaling is known to be specifically required for class II subtype specification from intestinal stem cells^12^. However, either ectopic activation or inhibition of Notch activity in the differentiated EEs fails to induce the class I and class II identity switch^12^. To understand the relationship between Notch and *mirr* during the specification of class II EE subtypes, we first determined whether Notch is required for *mirr* expression during EE specification. Knocking down *Notch* in progenitor cells using esg-Gal4^ts^ > *notch-RNAi* for 3 days led to generation of EE cell clusters, and all these EEs were AstC^+^ class I subtypes and negative for Tk expression (Fig. 4a–d, yellow arrow heads). Mirr expression was also absent in the EE cell clusters generated by *Notch*-RNAi, as indicated by the absence of mirr-lacZ expression in Flp-out clones of *Notch-RNAi* (Fig. 4e, white arrowhead). Upon canonical Notch signaling activation, Suppressor of Hairless (Su(H)) functions as the core TF at the chromatin level to regulate transcription of Notch target genes. We therefore profiled a previously published Dam-Su(H) dataset and examined whether there is Su(H) binding activity in the regulatory region of *mirr*^20^. As is shown in Fig. 4f, a binding region of Su(H) was found at about 2 kb upstream to the TSS of *mirr* (highlight in red box), and this region also partially overlaps with the putative enhancer fragment targeted by Pros. These results collectively suggest that Notch signaling may directly regulate *mirr* expression to promote class II subtype specification (Fig. 4p).

**Fig. 4:**
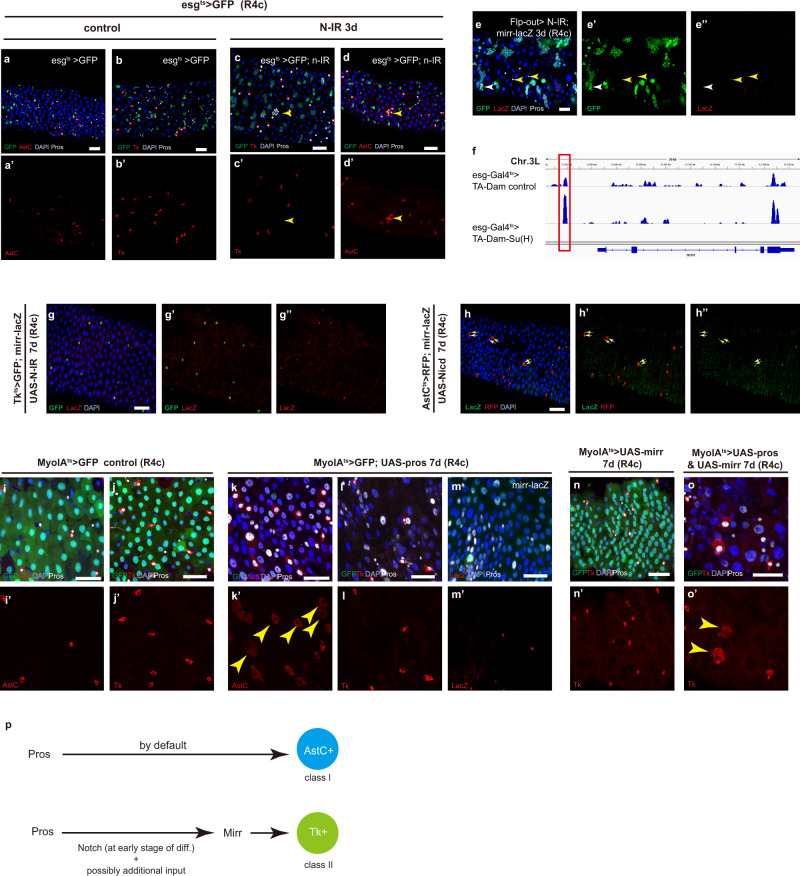
The developmental regulation of class I versus class II subtype specification. **a**–**d** Knocking down *Notch* in progenitor cells using esg-Gal4^ts^ leads to generation of Pros^+^ EE clusters expressing AstC (yellow arrowhead in **c**), but not Tk (yellow arrowhead in **d**); **e** the EE clusters in *Notch* mutant clones do not express *mirr* (white arrow head); **f** a graph showing enriched binding of Su(H) proximal to TSS site of *mirr* in progenitor cells, as highlighted in the red box. **g** Knocking down *Notch* in Tk^+^ class II subtypes fails to down-regulate mirr-lacZ expression (yellow arrow heads); **h** Ectopic activation of Notch signaling in AstC^+^ EEs fails to induce *mirr* expression (yellow arrow heads); In normal guts, AstC (**i**) and Tk (**j**) expression are restricted to Pros^+^ EEs; **k** ectopic expression of Pros in ECs activates AstC expression (yellow arrow heads); **l** ectopic expression of Pros does not activate Tk expression ECs; **m** ectopic expression of Pros in EC cells fails to induce *mirr* expression; ectopic expression of Mirr in ECs fails to activate Tk expression in ECs (**n**), while simultaneously overexpression of both Pros and Mirr induces Tk expression in ECs (**o**, yellow arrow heads); **p** a schematic model of cell fate determination between class I and class II EE subtypes. During EE fate specification from EE progenitor cells, the class I fate is served as a default mode promoted by Pros, while acquisition of class II fate requires additional Notch activation, which must be available at early progenitor stage to allow Mirr expression and consequently the adoption of class II subtype identity. Scale bars, 50 μm.

Interestingly, we found that manipulating Notch activity in the differentiated EEs failed to alter the expression status of *mirr*. We overexpressed N^intra^ in AstC^*+*^ EEs using AstC-Gal4ts > UAS- N^intra^ for 7 days and this failed to induce mirr-lacZ expression; we depleted *Notch* in Tk^+^ EEs and this also failed to reduce mirr-lacZ expression in these cells (Fig. 4g, h, yellow arrowheads). Along with the previous observation that manipulating Notch activity in the differentiated EEs fails to alter neuropeptide expression patterns^12^, these data collectively indicate that Notch activity is only transiently required at early progenitor stage for the induction of *mirr* expression and consequently class II subtype specification (Fig. 4p). Alternatively, there might be additional mechanisms involved for the initiation of *mirr* expression during class II EE specification, in addition to Notch.

### Ectopic *pros* overexpression in enterocytes induces AstC expression

Having established Pros as a master inducer of EE fate, we wondered whether ectopic expression of *pros* is able to induce neuropeptides, and if so, what kinds of neuropeptides can be induced. We ectopically expressed Pros in the polyploid enterocytes using Myo1A-Gal4^ts^, UAS-GFP for 7 days, and this caused a significant decrease of GFP level in enterocytes (Fig. 4k, l). As MyoIA is an enterocyte-specific gene, its downregulation indicates a suppressive role of Pros on enterocyte identity. Interestingly, staining with anti-Pros antibody revealed that the level of Pros accumulation among enterocytes was highly variable, with undetectable in some enterocytes, and highly accumulated in some others (Fig. 4k, l). This raises a possibility that *pros* could be subjected to post-transcriptional levels of regulation in these cells. Importantly, in the polyploid cells with high accumulation of Pros, the expression of AstC was frequently turned on (Fig. 4k, yellow arrowheads). However, the expression of Tk was not observed in these cells or any polyploid cells (Fig. 4l). Therefore, ectopic Pros expression is able to induce the activation of class I, but not class II EE subtype marker gene.

As implied earlier, the specification of class II subtype requires Mirr. We found indeed that Pros overexpression failed to induce mirr-lacZ expression in enterocytes (Fig. 4m). Consistent with a requirement for Pros in mirr-mediated class II EE specification, overexpression of mirr alone in enterocytes failed to turn on Tk expression (Fig. 4n). However, when Pros and Mirr were co-overexpressed in enterocytes, Tk expression was frequently turned on in the polyploid cells that had significant Pros accumulation (Fig. 4o). Along with the previously-established role for Notch, these observations collectively support the idea that during EE specification from intestinal stem cells, Pros induces class I subtype specification by default, while Notch activity that occurred at early EEP stage bifurcate the progenitor cell pool and allows half of the progenitor cells turn on *mirr* expression and consequently the adoption of class II subtype specification (Fig. 4p).

### Pros cooperates with 2^0^ and 3^0^ TFs to define subclass EE subtypes

Next, we investigated the regulatory and functional relationships among 1^0^, 2^0^, and 3^0^ TFs in determining subclass EE subtype identity. As described previously, Pros directly regulates the transcription of the two 2^0^ TFs mirr and Ptx1. Similarly, Pros may also directly regulate 3^0^ TFs, as many of these TFs, including Fer1, Sug, Dac, Poxn and Hbn, were identified by Pros-DamID as positive hits (Fig. 2d). To further validate a direct role for Pros in the regulation of *fer1* transcription, we generated a Fer1^Pros^-lacZ reporter using the identified putative Pros binding region (Supplementary Fig. 8a). Fer1^Pros^-lacZ marked a subset of EEs located at R4 region (Supplementary Fig. 8b, yellow arrow heads), and its expression was entirely abolished following *pros* depletion (Supplementary Fig. 8c, white arrow heads). Therefore, Pros may directly regulate the transcription of *fer1*. These observations support a direct role for Pros on the transcription of both 2^0^ (Fig. 2m–r) and 3^0^ TFs (Supplementary Fig. 6a–c).

We next tested whether the transcription of 3^0^ TFs is dependent on 2^0^ TFs. By RT-PCR analysis of gut extract, we found that conditionally knocking down the 2^0^ TF *ptx1* or *mirr* in EEs driven by ProsV1-Gal4^ts^ for 7 days did not significantly affect the expression level of 3^0^ TFs (Supplementary Fig. 9a, b), indicating that the transcription of 3^0^ TFs is not dependent on 2^0^ TFs. As depletion of either *ptx1* or *mirr* in EEs abolishes the expression of all class I or class II subtype- specific neuropeptides, respectively^10^, Ptx1 or Mirr is likely continuously required as a class level TF, which functions together with 3^0^ TFs to further define subclass EE subtypes.

As described earlier in this study, we constructed two lacZ reporters driven by the Pros binding regions on NPF and CCHa1 loci. NPF expression is normally restricted to several EE subtypes within the class II group, including II-a, II-m1, II-m2 and a part of II-p^10^. We found that this lacZ reporter exhibited spatial distributions along the midgut in a similar way as the native expression patterns of the corresponding neuropeptide: the NPF^Pros^-lacZ positive cells are most abundant in R3 (middle midgut) and to a less extent R2 (anterior midgut) EEs. In addition, co-staining of the lacZ reporter with the corresponding gene knock-in reporter line NPF-LexA>GFP revealed perfect overlapping patterns (Supplementary Fig. 10, yellow arrowheads), showing that the enhancer reporter line can faithfully reflect the transcriptional activity of the corresponding genes, which also implies that the NPF^pros^ enhancer region used to drive the reporter expression is able to recruit additional TFs for the specification of subclass EE subtypes. To further test this hypothesis, we examined the effect of previously-identified NPF-regulating TFs on the expression of the NPF^pros^-lacZ reporter. The 2^0^ TF Mirr and 3^0^ TF Esg are two positive regulators of NPF^10^, with Esg as a regional TF, because it is only expressed in EEs at R3 region^10,29^. As expected for a role of Mirr in specifying class II subtype identity, knocking down *mirr* in EE cells driven by ProsV1-Gal4^ts^ for 7 days abolished NPF^Pros^-lacZ expression in all of the presumptive class II subtypes along the length of the midgut (Fig. 5a, b). Conversely, overexpression of *mirr* induced NPF^Pros^-lacZ signal in virtually all EEs (Fig. 5a–e). These observations not only are in consistent with Mirr as a master regulator of class II subtype identity, but also suggest that Pros and Mirr act cooperatively on a common enhancer region to promote the transcription of their target genes. Similarly, knocking down *esg* for 7 days specifically downregulated NPF^Pros^-lacZ expression in EEs at R3, but not at other regions (Fig. 5f). Therefore, Esg also functions through a common enhancer region with Pros to regulate NPF expression in R3 EEs.

**Fig. 5:**
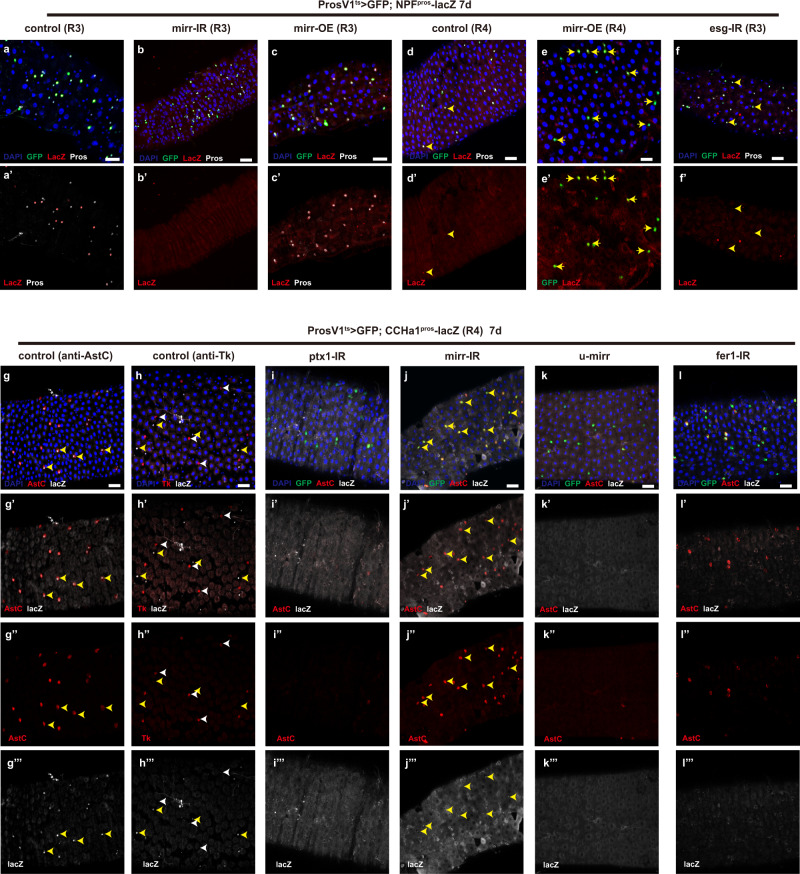
Pros and 2^0^ TFs cooperate with 3^0^ TFs to define subclass EE subtypes. **a**–**f** Expression of NPF^Pros^-lacZ in both R3 (**a**) and R4 (**d**) regions and its regulation by Mirr (2^0^ TF) and Esg (3^0^ TF), a region-specific EE factor. Knocking down *mirr* (**b**) and *esg* (**e**) by ProsV1-Gal4^ts^ significantly down-regulates NPF^Pros^-lacZ level, while overexpressing *mirr* turns on NPF^Pros^-lacZ expression in almost all EEs (**c**, **e**). Knocking down *esg* suppresses NPF^Pros^-lacZ expression in R3 EEs (**f**); co-staining of CCHa1^Pros^-lacZ with AstC and Tk reveals that CCHa1^Pros^-lacZ expression is expressed in AstC^+^ EEs (**g**, tallow arrowheads), but not in Tk^+^ EEs (**h**, white arrowheads); **i**–**l** Expression of CCHa1^Pros^-lacZ is controlled by both 2^0^ and 3^0^ TFs. Knocking down 2^0^ TF Ptx1 disrupts both AstC and lacZ expression (**i**); knocking down 2^0^ TF *mirr* turns on both AstC and lacZ expression in the majority of EEs (**j**); *mirr* overexpression suppresses both AstC and lacZ expression (**k**). Knocking down the CCHa1- regulating TF Fer1 (3^0^ TF) significantly downregulates CCHa1^Pros^-lacZ expression in EEs (**l**).

The neuropeptide CCHa1 is expressed in several subtypes within both class I and II groups, including I-ap, I-p, II-p and a small part of II-a^10^. The expression of CCHa1^Pros^-lacZ, however, was found only in a subset of CCHa1-LexA>GFP^+^ cells (Supplementary Fig. 11). In addition, CCHa1^Pros^-lacZ was only expressed in AstC^+^ EEs but not TK^+^ EEs (Fig. 5g, h), indicating that this enhancer region lacks certain element required for the expression in class II subtypes. Nevertheless, we tested the ability of the 2^0^ TFs in the regulation of CCHa1^Pros^-lacZ expression. We found that knocking down *ptx1* caused loss of CCHa1^Pros^-lacZ expression in all EEs, thus confirming the requirement of Ptx1 for CCHa1 expression in class I subtypes (Fig. 5i). Interestingly, depleting *mirr* allowed CCHa1^Pros^-lacZ expression in almost all EEs (Fig. 5j, yellow arrowheads), while *mirr* overexpression in EEs led to loss of both CCHa1^Pros^-lacZ and AstC expression (Fig. 5k). These observations are not entirely surprising, as loss of *mirr* is able to cause class II to class I subtype switch, which allows Ptx1-mediated specification of class I subtype identity and consequent expression of the CCHa1^Pros^-lacZ reporter. Therefore, the expression of CCHa1 in class I subtypes also simultaneously requires both Pros and Ptx1 on a common enhancer region, further supporting the notion that 1^0^ and 2^0^ TFs act cooperatively to specify the two classes of EE subtypes, thereby enabling appropriate neuropeptide expression patterns.

Fer1 is a 3^0^ TF expressed in a subset of CCHa1^+^ EEs, and is a potential regulator of CCHa1 expression^10^. Indeed, knocking down *fer1* in EEs diminished CCHa1^Pros^-lacZ expression in AstC^+^ EEs without affecting AstC or Tk expression patterns (Fig. 5l and Supplementary Fig. 12a, b). These results suggest that the 3^0^ TF Fer1 functions with Pros and Ptx1 to further define CCHa1 transcription in a subset of class I subtypes, thereby contributing to the establishment of sub-class EE subtype identities.

Collectively, our results indicates that, in addition to the cooperative relationships among 1^0^, 2^0^ and 3^0^ TFs in determining EE subtype identities, there are two aspects of hierarchical relationships among 1^0^, 2^0^ and 3^0^ TFs in the process: the 1^0^ TF (Pros) acts at the top of the hierarchy to regulates both 2^0^ and 3^0^ TFs; and there is also a functional hierarchy in which the function of 2^0^ TF is dependent on 1^0^ TF, but not vice versa, and the function of 3^0^ TFs is dependent on both 1^0^ and 2^0^ TFs, but not vice versa.

### Fer1 is a determinant of subclass EE subtypes

To further validate whether Fer1 directly regulates the transcription of CCHa1, we conducted Fer1 Dam-ID analysis to determine its putative targeting sites. As shown in Fig. 6a, a Fer1 targeting region on CCHa1 was identified, and this region is perfectly co-localized with the CCHa1^pros^ region. This observation reinforces the idea that this enhancer region recruits both Pros and Fer1 to regulate the transcription of CCHa1.

**Fig. 6:**
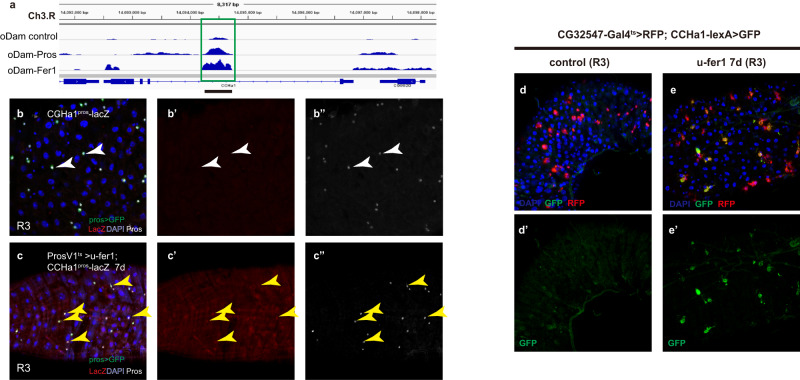
The 3^o^ TF Fer1 is a determinant of sub-class EE subtypes. **a** The putative Pros targeting region on CCHa1 loci (also the region used to generate CCHa1^pros^-lacZ reporter) is also targeted by Fer1, as indicated by the significant peak of oDam-Fer1 on the underlined region; **b**, **c** the CCHa1^pros^-lacZ reporter is responsive to ectopic Fer1 activation. In normal guts, CCHa1^pros^-lacZ reporter is not expressed in R3 EEs (**b**, white arrowheads), while Fer1 overexpression turns on lacZ expression in R3 EEs (**c**, yellow arrowheads). In normal guts, CCHa1 expression is absent in R3 region (**d**), while Fer1 overexpression in EEs robustly induces CCHa1 expression in R3 EEs (**e**). Scale bars, 50 μm.

CCHa1 is normally not expressed in EEs at R3 region (Fig. 6d). Interestingly, revealed by a CCHa1-lexA knock-in reporter, we found that ectopic expression of *fer1* for 7 days was able to induce CCHa1 expression in EEs at R3 (Fig. 6e). Similarly, ectopic expression of Fer1 also ectopically induced expression of CCHa1^pros^-LacZ in R3 EEs (Fig. 6c), where it is normally not expressed (Fig. 6b). Thus, Fer1 is both necessary and sufficient in determining CCHa1 expression in subclass EE subtypes, and Fer1 can be considered as a determinant of subclass EE subtypes. These results further demonstrate an impressive degree of cellular plasticity of EEs that allows adoption of different subtype identities and neuropeptide profiles by simply altering the expression of a single TF.

## Discussion

Understanding cellular diversity and the underlying mechanisms is an important issue in cell and developmental biology. For well-appreciated examples, the immunological T and B cells use V(D)J recombination to generate diverse repertoires of T and B cells^30^; The diversity of olfactory neurons relies on chromatin architecture regulation of the olfactory receptor locus that allows random expression of a distinct spliced form of receptor in each cell^31^; and the diversification of neurons in the nervous system is controlled by a collection of TFs, with unique combination of TFs that define certain subtypes. Importantly, these TFs exhibit both temporal and spatial changes in their expression patterns and functional requirements^32,33^. Here, we identify a mechanism in controlling the cellular diversity of *Drosophila* EEs that is distinct from any of the above mentioned models, which involves cooperative action of multiple TFs at multiple layers in a regulatory hierarchy: (1) The homeodomain TF Pros serves at the top of hierarchy for the entire EE identity by globally regulating the transcription of both the second level (2^0^) TFs including Ptx1 and Mirr, and the third level (3^0^) TFs, which includes local or regional factors; (2) The combination of Pros and the 2^0^ TFs determines the identity of the two major inter-switchable subtype groups (classes I and II); (3) The combination of Pros, 2^0^ TF, and 3^0^ TFs further refines enhancer activity and determines subclasses of EE identity. As the expression of 2^0^ TFs are also regulated by Notch signaling, and 3^0^ TFs by local (position information resulted from body patterning) and environmental factors, the three part code thus can create considerable code diversity, thereby enabling locally and spatially diverse neuropeptide expression patterns along the *Drosophila* midgut (Fig. 7).

**Fig. 7:**
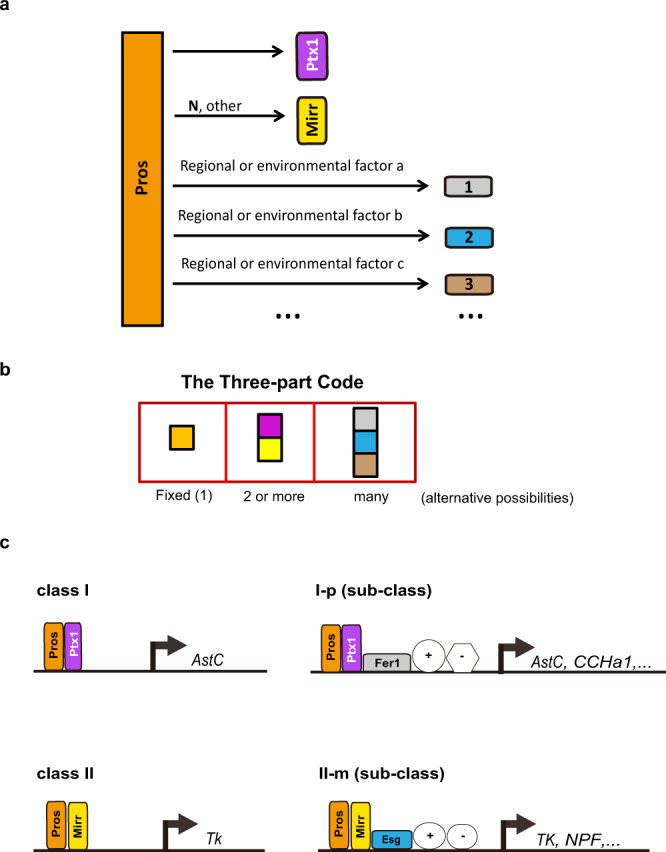
The hierarchical model and the three-part code principle underlying EE subtype diversity. **a** Pros is a selector protein in defining EE identity, as it serves at the top of the hierarchy and globally regulates the transcription of both the second level (2^0^) TFs [including but not limited to Ptx1 and Mirr (whose expression also requires Notch activity)], and the third level (3^0^) TFs, the expression of many of which also requires local or regional factors. **b** The combination principles of the three-part TF code and the theoretical combination possibilities underlying EE diversity. There is only one 1^0^ TF (Pros); the 2^0^ TFs include Ptx1 and Mirr, and potentially additional ones, such as the ones for class III EE identity; and there are multiple (>12) 3^0^ TFs. **c** The TF code model in determining class EE subtypes and sub-class EE subtypes. The combination of Pros and one of the 2^0^ TFs determines the identity of the major subtypes (such as class I and II); and the combination of Pros, 2^0^ TF, and 3^0^ TFs further refines enhancer activity and determines subclass EE subtypes and hormone expression profiles. Conceivably, further addition of co-activators or co-repressors may allow additional diversity of EE subtypes, and/or generation of dynamic hormone expression patterns for each specific EE subtypes.

A gene with an ability to determine the identity of a specific organ, tissue, or cell type is referred to as a selector gene^34^. Our study suggests that *pros* is a selector gene for *Drosophila* EEs, as it directly orchestrates the EE-specific transcriptional programs and it is responsible for maintaining the identity of the entire EE cell population. Is there a selector gene for mammalian EEs? There are a number of TFs implicated in the regulation of EEs or EE subtypes in the mammalian digestive tract^1,5^. The bHLH family TF Neurog3 is considered to be at the top of the regulatory network and is required for the specification of the entire EE subtypes^35^. However, Neurog3 expression is diminished as EEs mature, implying that this TF is dispensable for maintaining mature EE identity^36^. Interestingly, Prox1, the mammalian ortholog of Pros, is expressed in certain EE subtypes expressing PYY, cholecytokinin (CCK), and GLP-1, while serotonin-expressing enterochromaffin cells are rarely Prox1^+^ ^37,38^. Thus, Prox1 is unlikely the major TF for the specification and maintenance of the EE identity in mammals, and the selector gene for mammalian EEs, if there is one, remains to be identified.

Similar to *Drosophila*, the mammalian EEs also diverge into two major subtype groups (enterochromaffin cells and non-enterochromaffin cells) during their specification from progenitor cells, and many subtype specifically-expressed TFs are also evolutionarily conserved between *Drosophila* and mammals^5^. In particular, IRX3, the ortholog of *Drosophila* Mirr, is specifically expressed in enterochromaffin cells. This EE subtype also specifically expresses *Tachykinin precursor 1* (*TAC1*), which belongs to the Tachykinin family genes^39^. Thus, although the role of IRX3 in mammalian EEs remains to be characterized, it appears that the *Drosophila* class II EE subtype is probably analogous to the mammalian enterochromaffin cells in its biological function and TF regulation. The recent single cell level analyses in mammalian and human intestine have revealed TFs that are expressed in the entire EE cells as well as TFs expressed in specific EE subtypes^36,40^, which should help to guide the identification of general and subtype-specific EE regulators and test the three part code hypothesis.

Another notable finding from this study is that the differentiated EEs still show a high degree of post-specification plasticity and are amenable to subtype identity changes. EE cell plasticity has been also observed in mammals, in which the L cells located near the crypt bottom switch their hormone expression profile and subsequently become cholecystokinin-expressing I cells and neurotensin-expressing N cells as they migrate up toward the tips of villi^36,41^. Another study in mice showed that somatic ablation of FOXO causes EEs of the small intestine to become beta-cell like cells and express insulin^42^. Therefore, in addition to the similarities in cell lineage hierarchy and the shared TF regulators, the post-specification plasticity is also a common feature of EEs in both *Drosophila* and mammals. We believe that the ideas of the selector gene and the hierarchically-organized three part code reported here can serve as a predictive conceptual framework to facilitate investigations of EE cell specification, maintenance, and plasticity in mammalian systems, and along with our continuingly-increased understandings of subtype-specific biological functions of EEs and neuropeptides, genetic or pharmacological manipulating of EE subtypes could bring promising clinical values toward diabetes, obesity, and other endocrine-related diseases.

## Methods

### Fly strains and cultivation

The following fly strains were used in this study: prosV1-Gal4, UAS-GFP (gift from Bruce Edgar); Rab3-EYFP (BDSC, #62541); UAS-RFP, LexAop-GFP (BDSC, #32229); CCHa1 -R-LexA; CCHa1-LexA; NPF-LexA; AstA-LexA; CG32547-Gal4; DH31-LexA; AstC-Gal4; Tk-Gal4; UAS-oDam; these lines were previously generated in our lab. UAS-oDam-Pros (This study); mirr^B1-B12^-lacZ (BDSC, #10880); CCHa1^Pros^-lacZ (This study); CCHa1^Pros Δmotif^-lacZ (This study); NPF^Pros^-lacZ (This study); NPF^Pros Δmotifs^-lacZ (This study); Ptx1^Pros^-lacZ (This study); Fer1^Pros^-lacZ (This study); myo1A-Gal4, UAS-GFP; esg-Gal4, UAS-GFP; UAS-*Pros* (BDSC, #32244); UAS-*Ptx1* (generated in this study); UAS-Fer1·3*HA (FlyORF, F000074); UAS-mirr·3*HA (FlyORF, F001890); UAS-*Nicd* (gift from Ting Xie); UAS-*pros-RNAi* (JF02308, Chr.3; HMJ02107, Chr.2); *mirr-RNAi* (JF02196, Chr.3; SH05171.N, Chr.2); *fer1-RNAi* (JF02821, Chr. 3); *Ptx1-RNAi* (SH05053.N, Chr.3); *esg-RNAi* (HMS00025, Chr.3);* Notch-RNAi* (BDSC, #7078); *UAS-Flp*, *Act* < *stop* < *lacZ* and *Tub-Gal80*^*ts*^ were all obtained from BDSC. Fly stocks were cultivated on standard food with yeast paste added on the food surface and kept at 25 °C unless otherwise stated.

The Gal4/UAS/Gal80^ts^ and LexA-lexAop systems were used to conduct conditional knocking down or overexpression in specific cell types. Unless otherwise stated, all crosses were performed at 18 °C, and 3–7 day old adult F1 progenies with correct genotype would be collected and transferred to 29 °C to induce gene expression.

### Generation of transgenic flies

#### Generation of pUAST-oDam-Pros transgenic fly

Whole length of *pros* CDS was PCR amplified and inserted into the multiple cloning site of the previously generated attB-pUAST-oDam vector^20^. After sequencing verification, the transgene were then inserted into attP2 sites using the phiC31 system via a standard microinjection process.

#### Generation of the CCHa1^Pros^-lacZ, NPF^Pros^-lacZ, Ptx1^Pros^-lacZ and Fer1^Pros^-lacZ transgenic flies

The putative binding regions of Pros on CCHa1 (+1703 bp to +2218 bp of the TSS), NPF loci (−2064 bp to −1310 bp of the TSS), Ptx1 loci (+2432 bp to +3619 bp of the TSS) and Fer1 loci (−469bp to +634 bp of the TSS). After PCR amplification of these regulatory elements, they were enzymatically digested and separately inserted into the multiple cloning sites of the C4pLZ vector (RRID:DGRC_1041). After sequencing verification, these transgenes were subsequently injected to w1118 fly embryos via a standard microinjection process. The reporters were randomly integrated into fly genome by P-element insertion.

#### Generation of the Pros binding motif depleted CCHa1^Pros Δmotif^-lacZ, NPF^Pros Δmotif^-lacZ, transgenic flies

The CCHa1^Pros^-lacZ and NPF^Pros^-lacZ vectors described above were used as templates, and the Quick-change method was used to delete the predicted Pros binding motifs within oDam-Pros binding sequences on CCHa1 and NPF loci. Dpn I was subsequently used to digest CCHa1^Pros^-lacZ and NPF^Pros^-lacZ vectors, while motif depleted CCHa1^ProsΔmotif^-lacZ, NPF^ProsΔmotif^-lacZ vectors were transfected into DH5α competent cell. After sequencing verification, these two mutated transgenes were injected to the w^1118^ fly embryos via a standard microinjection process.

### Immunostaining

Immunostaining of *Drosophila* midgut was performed as previously described^43^. In brief, 10–15 adult female flies for each sample were dissected in ice-cold 1XPBS and then fixed in 4% paraformaldehyde for 30 min at room temperature, followed by dehydration in methanol (for 5 min) and rehydration in PBT solution (PBS containing 0.1% Triton X-100, 5 min each for three times). The primary antibodies were added into 300 μl 5% NGS-PBT solution and incubate with sample for 2 h at room temperature or overnight in 4 °C. After washing three times using PBT, the secondary antibodies were added into 300 μl PBT and incubate with samples for 2 h at room temperature, followed by staining of DAPI for 5 min. In total, 70% glycerol was used to mount the samples and slides were kept at −20 °C freezer. Images were captured using confocal microscope systems. The classification of R1-R5 regions along the anterior and posterior midgut is as previously described^44^, and the gut images shown in the figures are from the R4 region by default, unless otherwise noted.

Primary antibodies used in this study were listed as follows: mouse anti-Pros (DSHB #MR1A; 1:300); rabbit anti-AstC (lab generated antibody (RRID: AB_2753141) and gift from Dr. Dick Nassel; 1:300); rabbit anti-Tk (lab generated antibody (RRID: AB_2569591) and gift from Dr. Jan-Adrianus Veenstra; 1:300); rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1:6000); rabbit polyclonal anti-Cleaved Drosophila Dcp-1 antibody (AB_2721060; 1:300); mouse monoclonal anti-β-galactosidase (DSHB,# 40-1a; 1:30). Secondary antibodies used in this study include Alexa Fluor 488-, 568- or Cy5-conjugated goat anti-rabbit, anti-mouse IgGs (Molecular Probes, A11034-A11036, A10524; 1:300), and DAPI (Sigma-Aldrich, 1 μg/ml) was used for nuclei staining.

### Fluorescence-activated cell sorting (FACS)

Cell sorting was performed following previously reported protocols^10,45^. In brief, 100–150 guts for each sample (3 independent replicates for each genotype) were dissected in ice-cold DEPC-PBS within 2 h, and were digested in 1 mg/ml elastase solution (Sigma, cat. no. E0258) for 1 h at room temperature with gentle shakes. The dissociated samples were then centrifuged at 500 × *g* for 10 min at 4 °C, and re-suspended in 500 μl DEPC-PBS with 1 mg/ml propidium iodide (PI, Invitrogen, #P3566). Around 20,000 PI^−^ GFP^+^ cells were collected for each sample using a FACS Aria II sorter (BD Biosciences) with FACSDiva software (Version 6.1.3), following the gating strategy for FACS sorting as displayed in Supplementary Fig. 13 (the cells in P5 were sorted and used for subsequent RNA-sequencing).

### RNA-sequencing and data analysis

Five to seven day old adult female flies with the following genotypes were cultivated in 29 °C for 7 days and been used for RNA-sequencing: prosV1-Gal4^ts^, UAS-GFP and prosV1-Gal4^ts^,UAS-GFP > UAS-*pros-RNAi*. Dissection, tissue digestion and FACS sorting were carried out following the procedure described above. For each sample, around 20,000 PI^−^ GFP^+^ cells were FACS sorted into 300 μl RNA extraction buffer. The following RNA extraction and amplification steps were carried out using Arcturus PicoPure RNA isolation kit (Applied Biosystems, Cat#KIT0204) and Arcturus RiboAmp HS PLUS RNA amplification kit (Applied Biosystems, Cat#KIT0525) respectively, following the manufacturer’s instructions.

The amplified RNA were used for subsequent sequencing, following the protocols previously reported^10,20^. Briefly, the NEB Next Ultra II DNA library prep kits (New England Biolabs, cat. no. E7645L) was used for library preparation, and single ended deep sequencing was carried out on an Illumina Hiseq-2500 sequencing system with 50 bp read length. Raw reads were mapped to D. melanogaster genome (BDGP6) and counts assigned to protein-coding genes were calculated using featureCounts (v1.6.3). DESeq2 was then used to identify significantly differently expressed genes using the following parameters: *P*adj < 0.01, and the absolute value of log2 FC > 0.5. GO analysis for differently expressed genes was performed using DAVID^46^, and the R package “pheatmap” was used for generating heatmaps.

Bulk RNA-sequencing profiles for EE (labeled by ProsV1-Gal4), progenitor (labeled by esg-Gal4) and EC cells (labeled by Myo31DF-Gal4), were also used for choosing cell type marker genes. For each cell type, low abundantly expressed genes with RPKM value less than 3.5 were removed, and each gene was scored by using following formular: Fold change = (RPKM in one cell type)/(mean RPKM in all three cell types); Score = log10(RPKM)/5 + Fold change. Finally, the top 250 scored genes were assigned as cell type markers. These marker genes were further used as gene sets for GSEA analysis.

### Dam-ID sequencing and data analysis

Adult female flies with the following genotypes were cultivated in 29 °C for 48 h before gut dissection and Dam-ID analysis following the protocol modified from previous reports^24^: prosV1-Gal4^ts^,UAS-GFP; UAS-oDam and prosV1-Gal4^ts^,UAS-GFP; UAS-*oDam-Pros*. In brief, 50–60 midguts were dissected for each sample, and total genome DNA was extracted, followed by DpnII digestion, dephosphorylation (twice the amount of enzymes and treatment time compared to the original protocol), DpnI digestion and T4 ligation of adapters. Afterwards, fragments were amplified by ligation-mediated PCR, T7 exonuclease treatment and purification, yielding DNA products ranging from 200 to 2000 bp. Finally, the products were fragmented and carrying out subsequent library preparation and high-throughput sequencing.

Raw sequencing reads were mapped to the *D. melanogaster* genome (BDGP6) using bowtie2 (version 2.2.4). R package iDEAR 0.1.0 was subsequently used for establishing highly reliable profiles of Pros-binding sites in *Drosophila* EEs. The density of Pros-binding on each genomic region was normalized to the total number of mapped reads. BigWig files were generated for visualization using the Homer package. Annotated oDam peaks (oDam-Pros versus oDam) with log2FoldChange more than 1 and adjusted *p* value <0.01 were filtered as putative Pros-binding targets.

### Combined analysis of RNA-seq and Dam-ID results

To further filter genes directly targeted by Pros, we carried out combined analysis of RNA-seq and Dam-ID results. Genes exhibiting both significant binding by Pros in Dam-ID analysis and up or down-regulated expression level in *pros*-depleted EE cells were selected. The top 250 marker gene panels described above were further used to perform GSEA analysis, to evaluate whether identity genes of certain cell type was globally targeted by Pros and the effects of *pros*-depletion on their expression in EEs. The GSEA analysis was performed done using the R package “clusterprofiler”.

### Statistics and reproducibility

All experiments were reproduced independently for at least 2–3 times with similar results, and representative results were shown in the manuscript.

Cell number counting was performed using Image J (1.48v), and all quantifications were presented in the form of mean ± SEM. GraphPad Prism 5 software (GraphPad Software Inc.) was used to calculate *p* values by unpaired Student’s *t* test or ANOVA test.

### Quantitative PCR (qPCR) analysis of subtype regulatory TFs expression

Tub-Gal80^ts^; ProsV1-Gal4, UAS-GFP strain was used to specifically knock down Mirror or Ptx1 in EEs. Crosses were performed at 18 °C to avoid premature expression. Five to seven day old adult F1 females with correct genotypes were collected and cultivated at 29 °C for 5 days. Total RNA extraction, cDNA synthesis, and qPCR analysis were carried out on the Applied Biosystems 7500 Real-Time PCR System as previously described^10,20^. Expression levels of TFs were normalized to *rp49*, and qPCR primers used in this study were listed in Supplementary Data 7.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The raw and processed datasets, including RNA-seq data and Dam-ID results generated in this study have been deposited in the GEO database under accession code GSE211632 Two RNA-seq datasets previously reported by our lab have also been used in this study and were available in the GEO database, under the accession code GSE130943 (RNA-seq data of esg+ cell) and GSE130305 (RNA-seq data of EC cell). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A hierarchical transcription factor cascade regulates enteroendocrine cell diversity and plasticity in Drosophila
**Source:** Nat Commun. 2022 Oct 31;13:6525. doi: 10.1038/s41467-022-34270-0
**Supplement:** Supplementary file 1 — Supplementary Information

**A hierarchical transcription factor cascade regulates  
enteroendocrine cell diversity and plasticity in  
*Drosophila***

Xingting Guo<sup>1,2</sup>, Yongchao Zhang<sup>1,2</sup>, Huanwei Huang<sup>1,2</sup>, Rongwen Xi<sup>1,2\*</sup>

## Supplemental figures

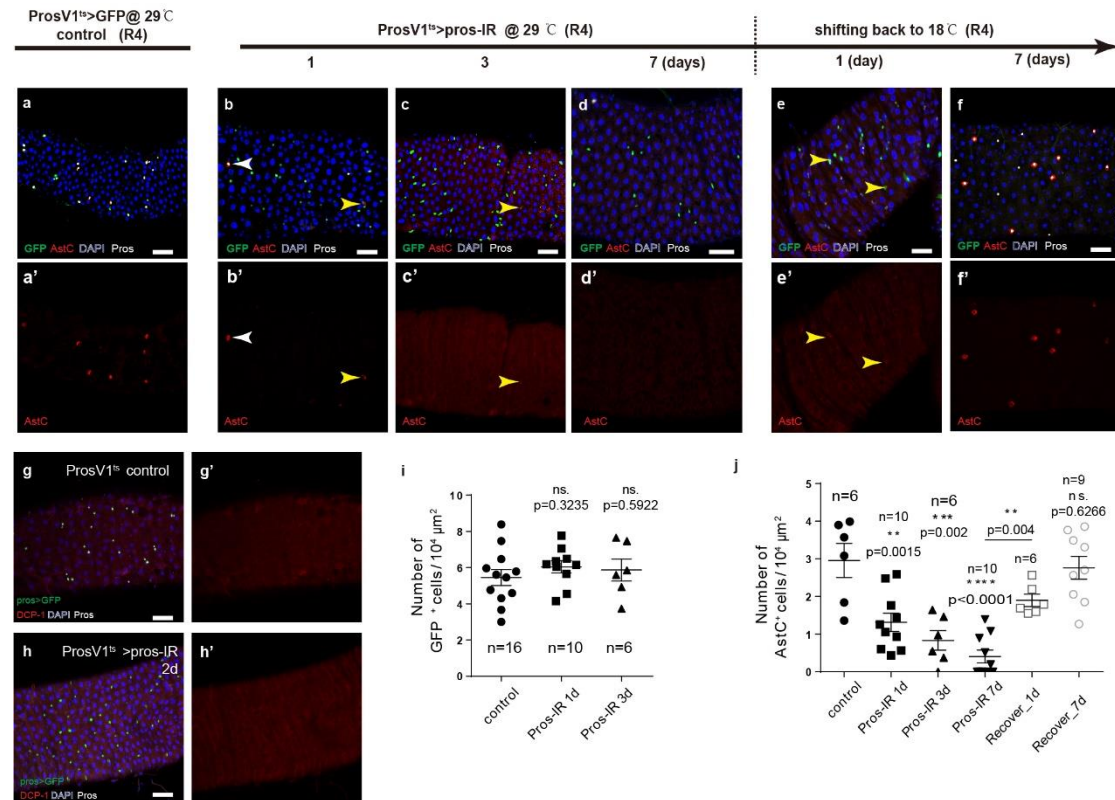

**Supplemental Figure 1. A gradual loss of *AstC* expression following the conditional *pros* depletion in EEs. Related to Figure 1.**

(a-d) Compared to normal EEs (a), knocking down *pros* for 1d (b), 3d (c) and 7d (d) lead to gradual loss of both *Pros* and *AstC* expression. During this process, a higher level of *Pros* expression in an EE is frequently accompanied by a higher level of *AstC* expression (white arrow in b vs. yellow arrows in b and c);

(e-f) The restoration of *Pros* expression in *Pros*-depleted EEs by shifting flies back to permissive temperature allows gradual re-appearance of *AstC* expression;

(g-h) The apoptosis marker DCP-1 staining in normal (g) and *pros*-depleted guts (h). No significant DCP-1 signal could be detected upon *pros*-depletion.

(i) Quantification of GFP<sup>+</sup> cells at early time (1d and 3d) of *pros*-depletion in EE cells showed no significant change compared with normal guts. Error bars represent Mean ± SEM; ns, not

significant (Two tailed Student's t test); "n" indicate the number of guts used for quantification;  
Source data are provided as a Source Data file.

(j) Quantification of AstC<sup>+</sup> cells in the intestinal epithelium in normal, *pros*-depleted (1d, 3d, 7d) and *pros*-restored intestines, Mean  $\pm$  SEM, ns, not significant; \*\*p < 0. 01; \*\*\*p < 0. 001; \*\*\*\*p < 0. 0001 (Two tailed one way anova test); "n" indicate the number of guts used for quantification.  
Source data are provided as a Source Data file.

Scale bars, 50  $\mu$ m

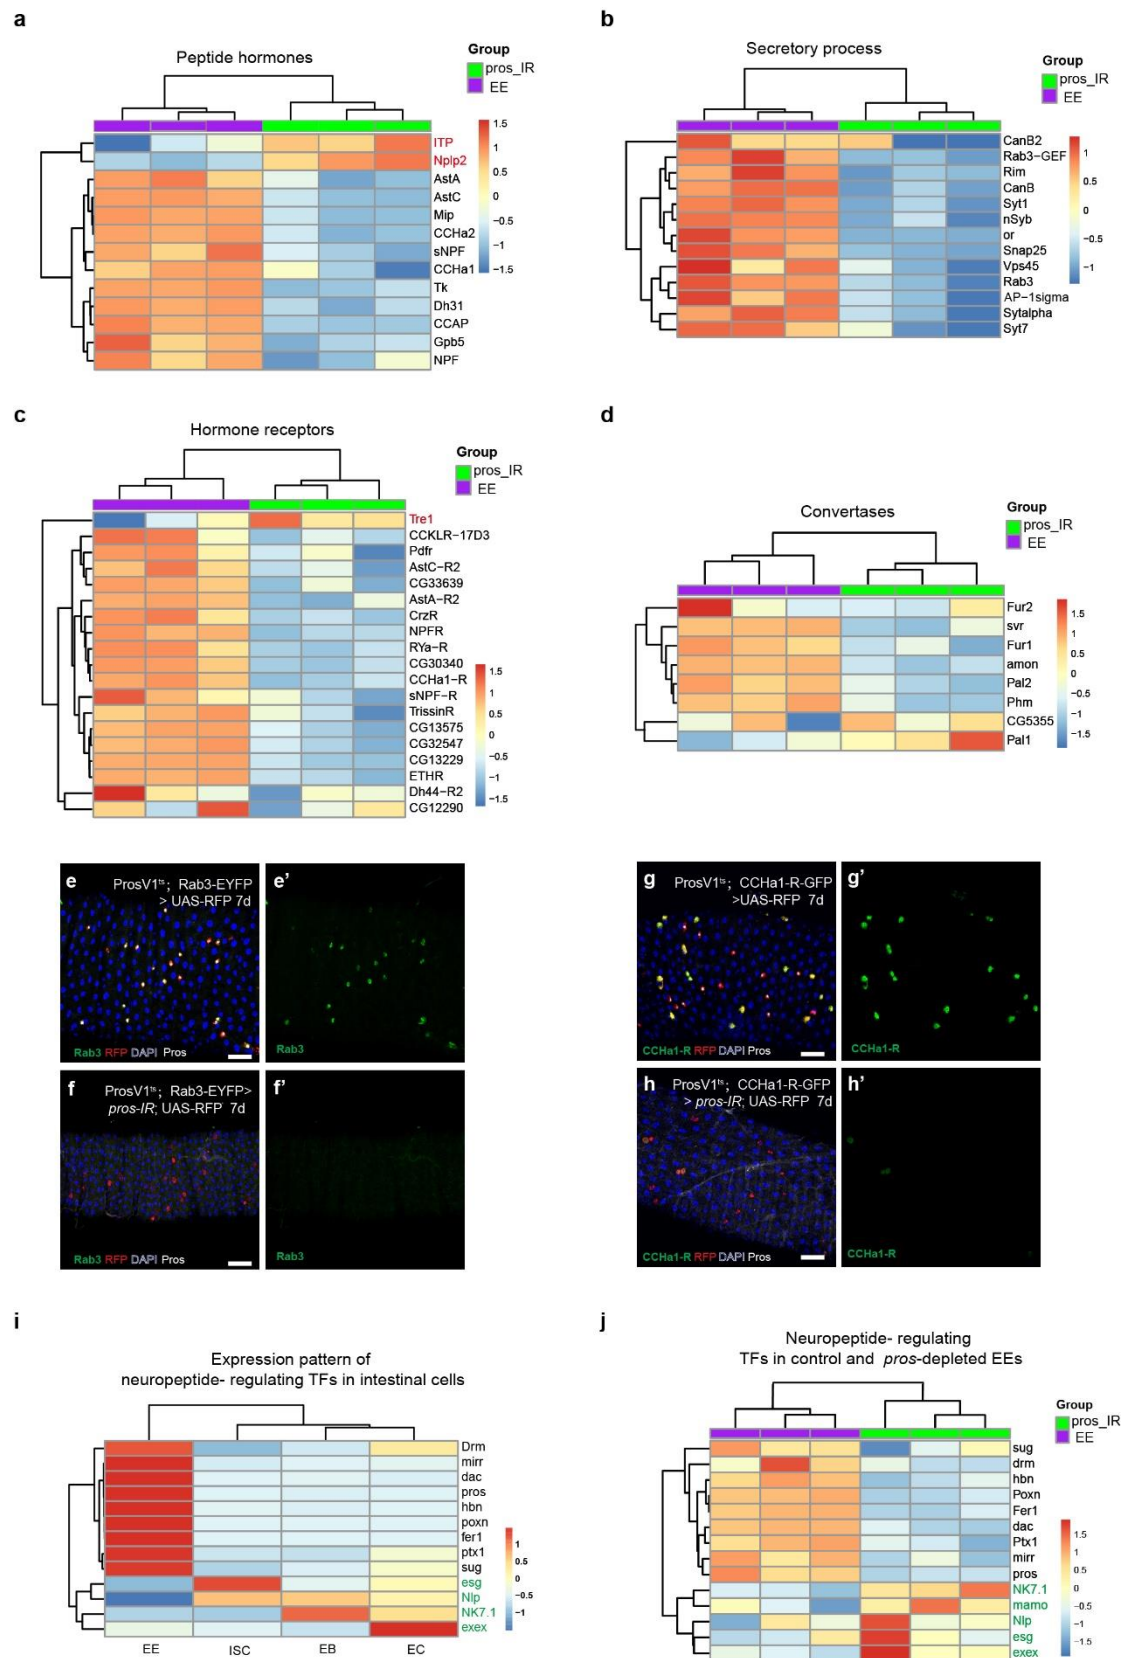

**Supplemental Figure 2. Depletion of *pros* in the differentiated EEs abolishes EE identity gene expression in all EE subtypes. Related to Figure 1.**

(a) A heatmap showing the transcriptional changes of peptide hormones expressed in distinct EE subtypes following *pros* depletion. The majority of peptide hormones are significantly downregulated, e.g., DH31, AstA, and sNPF. Two hormones ITP, Nplp2, which are not EE-specific, are upregulated after *pros-IR* (highlighted in red);

(b) A heatmap showing the transcriptional changes of genes involved in the secretory process in EEs following *pros* depletion;

(c) A heatmap showing the transcriptional changes of peptide hormone receptors in EEs following *pros* depletion. The majority of the receptors are significantly downregulated except Tre1 (highlighted in red), whose expression in the intestinal epithelium is not restricted to EEs;

(d) A heatmap showing the transcriptional changes of convertases in EEs following *pros* depletion.

(e-f) Rab3 is an EE-specific marker (e). Knocking down *pros* using ProsV1<sup>ts</sup> > pros-RNAi causes the loss of Rab3 expression (f);

(g-h) *CCHa1-R* is normally expressed in subsets of EEs in the anterior and middle midguts (g), and knocking down *pros* using ProsV1<sup>ts</sup> > pros-RNAi abolishes its expression (h);

(i-j) A heatmap showing the expression of EE-subtype-regulating TFs in different epithelial types in the intestinal epithelium (i), and in control and *pros*-depleted EEs (j). EE-specific TFs are generally downregulated upon *pros* depletion (black), but TFs that are not EE-specific shows upregulation *pros* depletion (highlighted in green).

Scale bars, 50  $\mu$ m

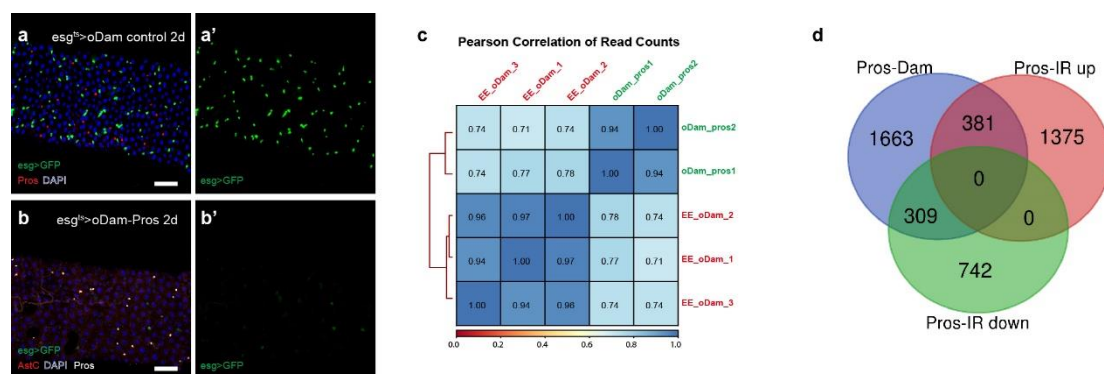

**Supplemental Figure 3. Gene enrichment analysis of Pros-Dam target genes and Pros-regulating genes. Related to Figure 2.**

- (a-b) Test the ability of oDam-Pros transgene in inducing intestinal stem cell differentiation. Compared to normal guts (a), expressing oDam-Pros in progenitor cells using esg-Gal4 leads to rapid loss of GFP<sup>+</sup> cells (b);
- (c) Pearson co-relation coefficient analysis of control Dam and oDam-Pros replicates;
- (d) A venn diagram showing numbers of Pros-Dam target genes that are significantly up or down regulated in *pros*-depleted EEs.

Scale bars, 50  $\mu$ m

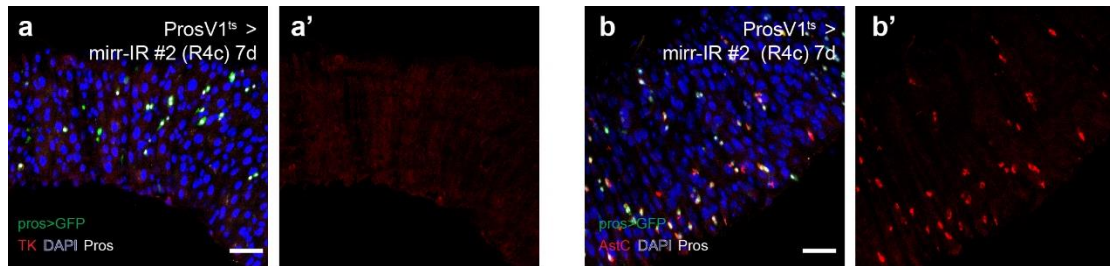

**Supplemental Figure 4. Mirr oppositely regulates Tk and AstC expression. Related to Figure 3.**

Knocking down mirr using another mirr-RNAi line (SH05171.N) also leads to significant down regulation of Tk expression (a), and upregulation of AstC<sup>+</sup> EEs (b)

Scale bars, 50  $\mu$ m

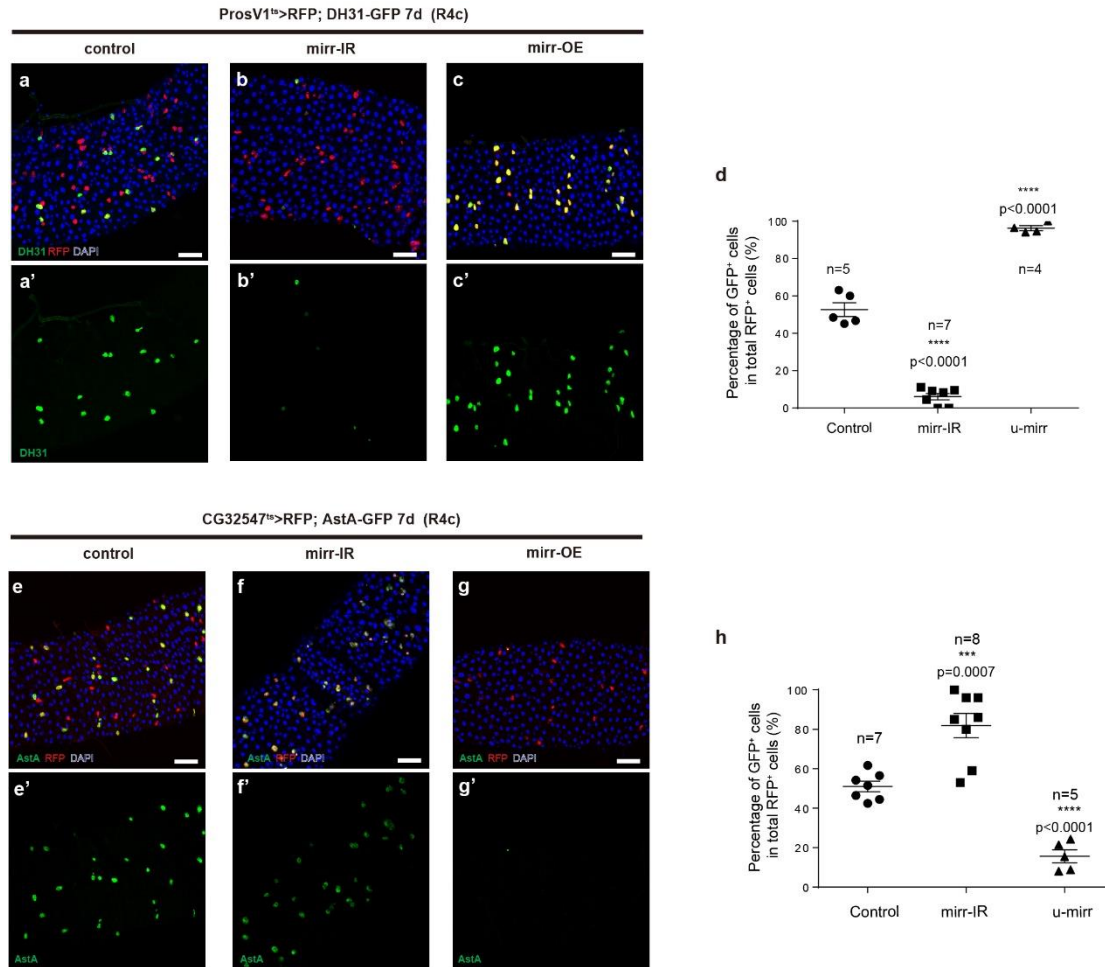

**Supplemental Figure 5. Role of the 2<sup>o</sup> TF mirr on class level EE identity maintenance.**

**Related to Figure 3.**

(a-c) Compared to control guts (a), knocking down *mirr* in EEs leads to loss of DH31 expression in all EEs (b), whereas overexpressing *mirr* leads to gain of DH31 expression in all EEs (c);

(d) Quantification of the percentages of DH31<sup>+</sup> cells among all GFP<sup>+</sup> cells in control, *mirr-IR*, and *u-mirr* guts. Error bars indicate Mean  $\pm$  SEM, \*\*\*\*p < 0. 0001 (Two tailed Student's t test); "n" indicate the number of guts used for quantification; Source data are provided as a Source Data file;

(e-g) Compared to control guts (e), knocking down *mirr* leads to AstA expression in all EEs (R5 region) (f), whereas overexpressing *mirr* causes the loss of AstA expression in all EE cells(g).

(h) Quantification of the percentages of AstA<sup>+</sup> cells among all GFP<sup>+</sup> cells in *control*, *mirr-IR*, and *u-mirr* guts. Error bars indicate Mean  $\pm$  SEM, \*\*\*p < 0. 001, \*\*\*\*p < 0. 0001 (Two tailed Student's t test); "n" indicate the number of guts used for quantification; Source data are provided as a Source Data file;

Scale bars, 50  $\mu$ m

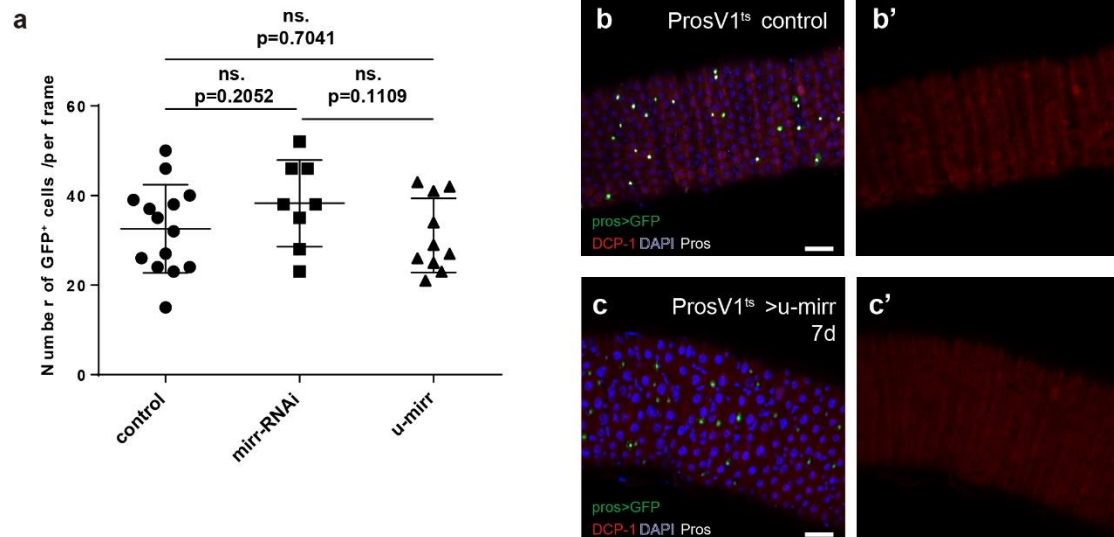

**Supplemental Figure 6. Mirr activation in EEs does not cause cell apoptosis. Related to Figure 3.**

(a) Quantification of GFP<sup>+</sup> EEs in control, mirr-RNAi and u-mirr guts. No significant changes of GFP<sup>+</sup> cell number is observed; Error bars indicate Mean  $\pm$  SEM, ns, not significant (Two tailed Student's t test); Source data are provided as a Source Data file;

(b-c) Staining of the apoptotic marker Dcp-1 in normal (b) and mirr overexpressed EEs (c). There is no significant increase of Dcp-1<sup>+</sup> EEs in mirr overexpressed guts compared with control.

Scale bars, 50  $\mu$ m

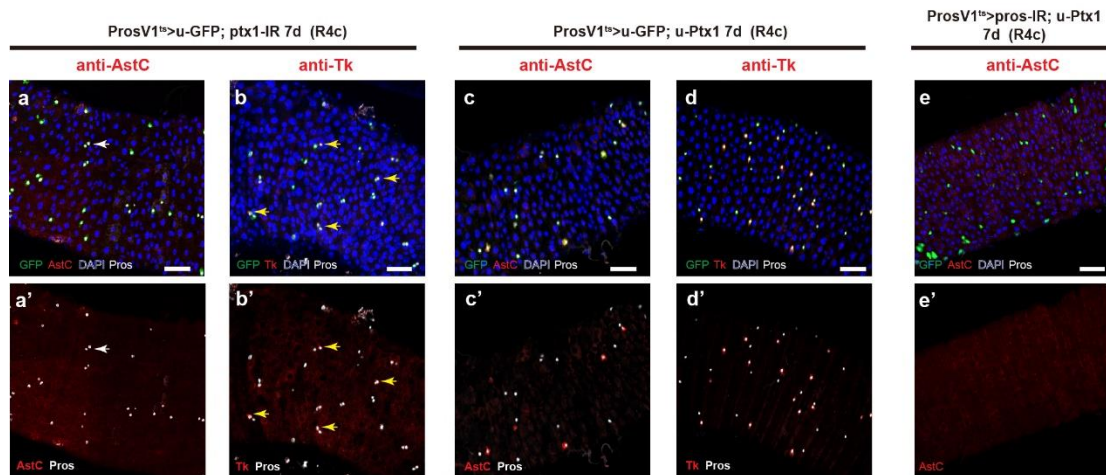

**Supplemental Figure 7. Role of the 2<sup>o</sup> TF Ptx1 on class level EE identity maintenance.**

**Related to Figure 3.**

(a-b) Knocking down *Ptx1* in EEs leads to loss of AstC expression (R4C region) (a), without obvious effect on Tk expression (b);

(c-d) *Ptx1* overexpression in EEs has no obvious effect on either AstC (c), or Tk expression in R4C region (d);

(e) AstC expression is lost in *pros*-depleted EEs despite *Ptx1* is overexpressed;

Scale bars, 50  $\mu$ m

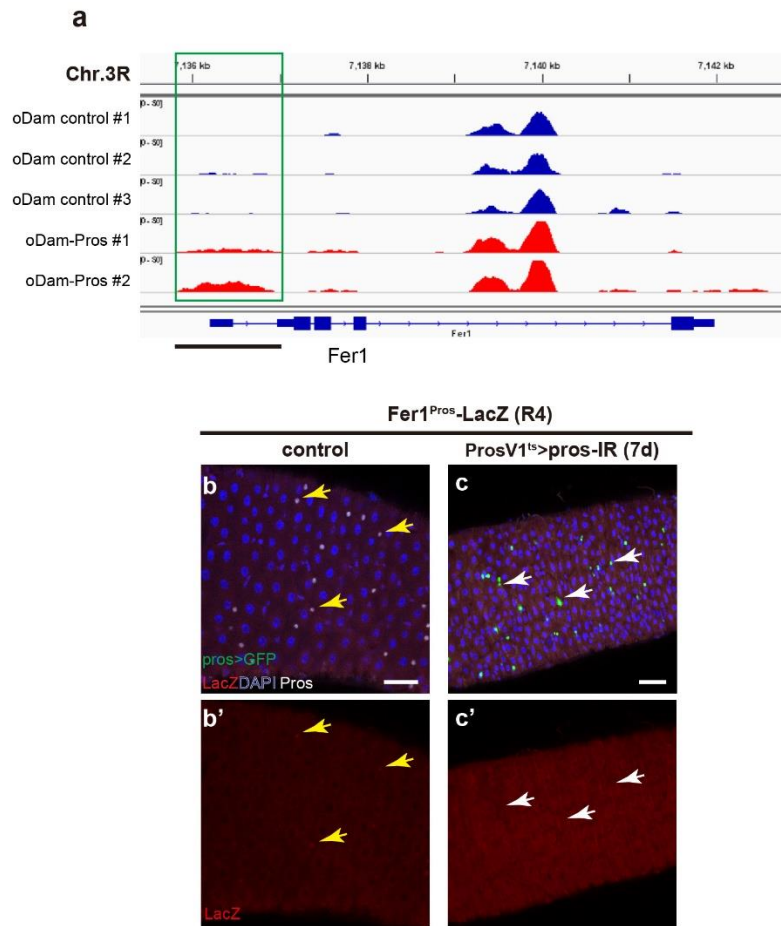

**Supplemental Figure 8. The regulatory role of Pros on the 3<sup>0</sup> TF Fer1. Related to Figure**

**5.**

(a) A Pros-DamID binding region (frame outlined) is found at the Fer1 locus;

(b-c) A LacZ reporter driven by the putative Pros binding sequence on Fer1 locus (denoted by the black line) marks a subset of EEs located at R4 region (b, yellow arrow heads). Knocking down of *pros* abolishes this reporter expression (c, white arrow heads),

Scale bars, 50 μm

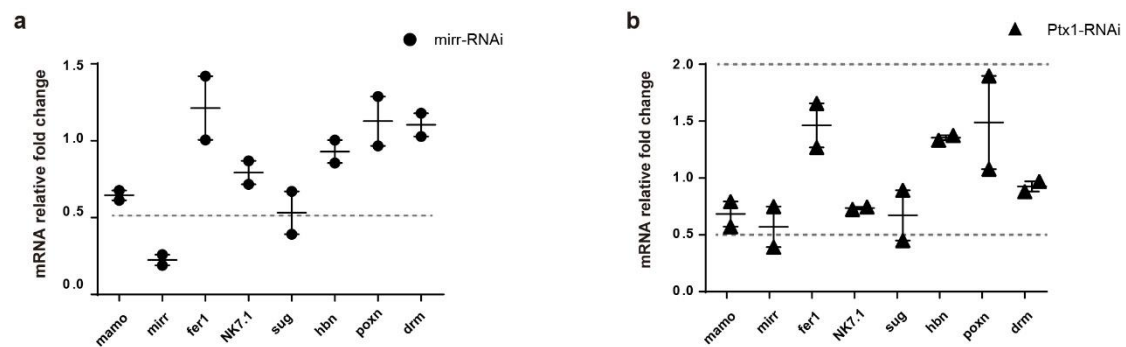

**Supplemental Figure 9. The 2<sup>0</sup> TFs (*mirr* and *Ptx1*) does not appear to regulate the expression of the 3<sup>0</sup> TFs. Related to Figure 5.**

(a-b) qPCR analysis of the transcriptional changes of 3<sup>0</sup> TFs following the depletion of the 2<sup>0</sup> TF *mirr* (a) or *ptx1*(b) in EEs driven by ProsV1-Gal4<sup>ts</sup>; data are plotted as mean relative fold-changes  $\pm$  SEM, reactions were performed in triplicate on two independent biological replicates (n=2).

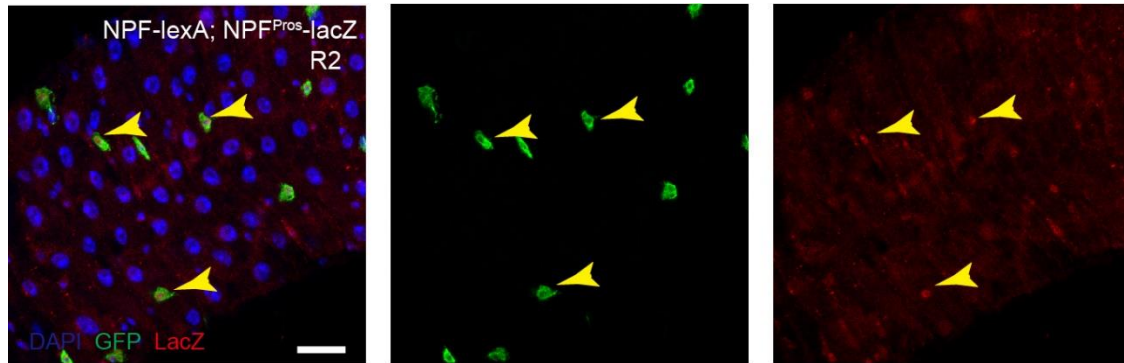

**Supplemental Figure 10. Characterization of CCHa1<sup>Pros</sup>-lacZ expression. Related to Figure 5.**

The expression of NPF<sup>Pros</sup>-lacZ is largely overlapped with the expression of NPF-lexA>lexAop-GFP (yellow arrow heads).

Scale bar, 50  $\mu$ m

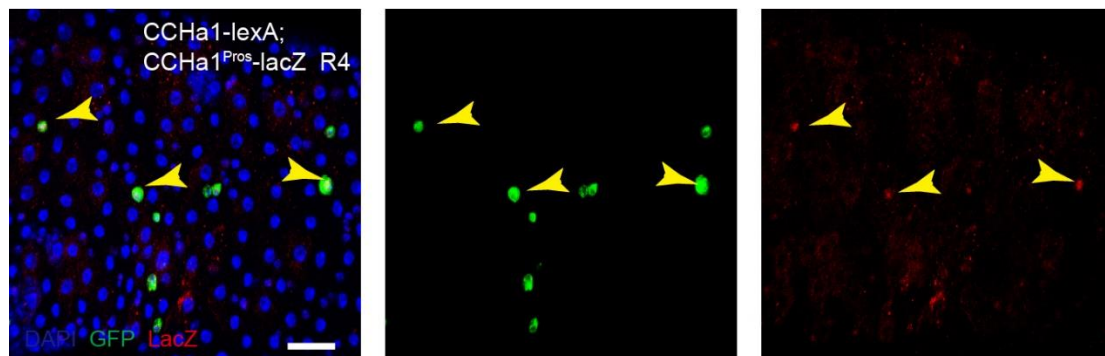

**Supplemental Figure 11. Characterization of CCHA1<sup>Pros</sup>-lacZ expression. Related to Figure 5 and 6.**

The expression of CCHA1<sup>Pros</sup>-lacZ is found in a subset of CCHA1-lexA>lexAop-GFP cells (yellow arrow heads).

Scale bar, 50  $\mu$ m

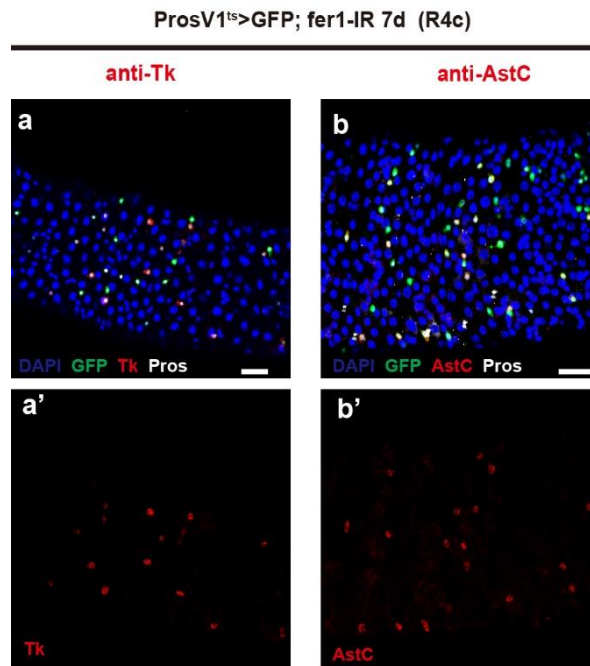

**Supplemental Figure 12. The requirement of Fer1 in Tk or AstC expression. Related to Figure 6.**

Knocking down the 3<sup>o</sup> TF *fer1* does not have any obvious effect on the expression of Tk (a) or AstC (b);

Scale bars, 50  $\mu$ m

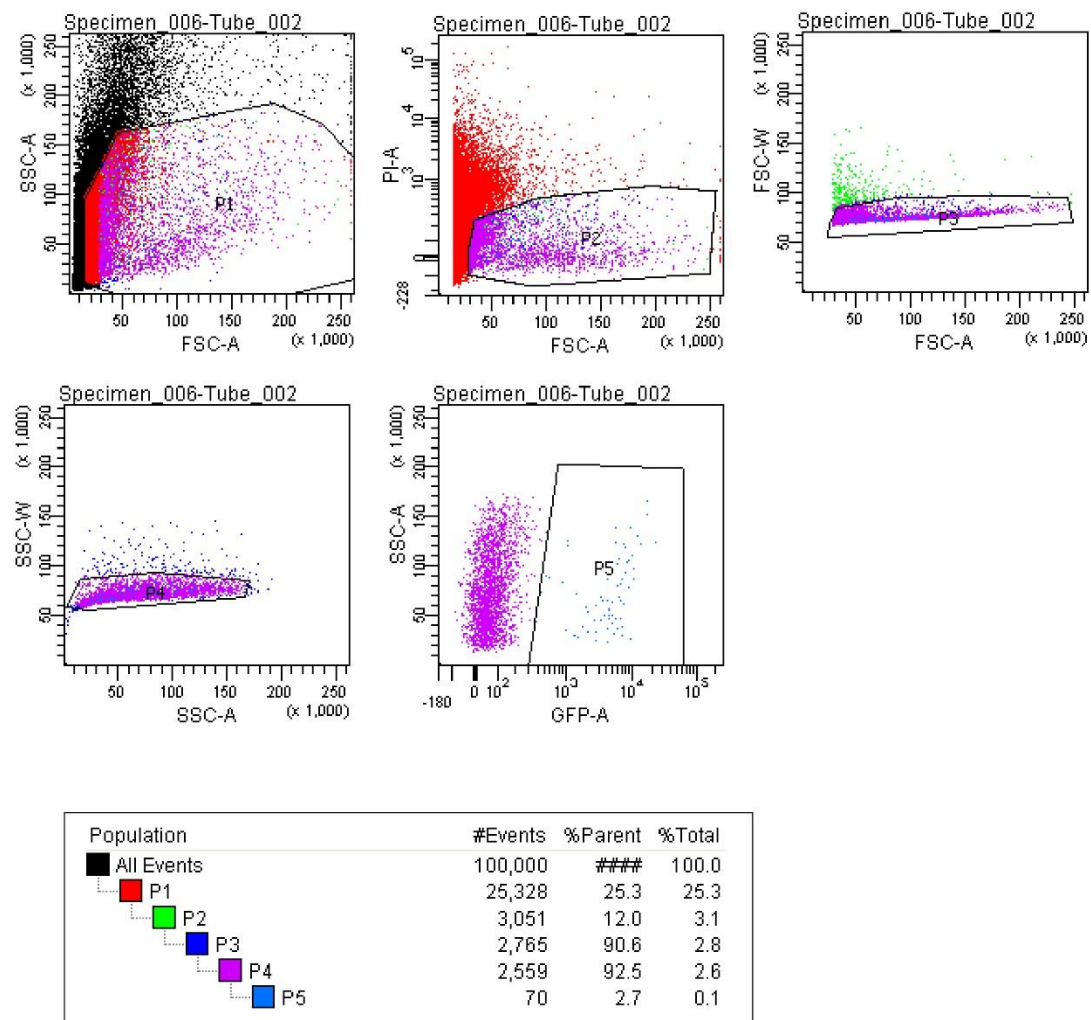

**Supplemental Figure 13. FACS sequential gating/sorting strategies to sort ProsV1-Gal4<sup>ts</sup> > GFP<sup>+</sup> cells in normal and *pros*-depleted guts. GFP<sup>+</sup> cells in P5 were sorted and used for RNA-sequencing. Related to Figure 1 j-l.**

# Supplementary material for: A hierarchical transcription factor cascade regulates enteroendocrine cell diversity and plasticity in Drosophila
**Source:** Nat Commun. 2022 Oct 31;13:6525. doi: 10.1038/s41467-022-34270-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Information Files Document**

Supplemental data1. Significantly up and down regulated genes (sheet1) and gene hits for peptides, receptors, secretory process and TFs (sheet2) in pros-depleted EE cells. Related to figure 1j.

Supplemental data 2. Gene symbols of top 250 EE identity genes. Related to Figure 1k

Supplemental data 3. GO analysis of significantly down-regulated genes in pros-IR cells. Related to Figure 1l.

Supplemental data 4. List of oDamPros targeted genes among the top 250 EE identity genes. Related to figure 2b.

Supplemental data 5. List of genes that are both oDam-Pros targets and significantly down regulated in pros-IR EE cells (sheet 1), and GO analysis of these genes (sheet 2). Related to Figure 2c.

Supplemental data 6. Gene hits for peptides, receptors, secretory process and TFs both in Dam-ID and RNA-seq. Related to figure 2d.

Supplemental data 7. qPCR primers for EE subtype regulating TF. Related to Figure S9.

# Supplementary material for: A hierarchical transcription factor cascade regulates enteroendocrine cell diversity and plasticity in Drosophila
**Source:** Nat Commun. 2022 Oct 31;13:6525. doi: 10.1038/s41467-022-34270-0
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | NIKON NIS Elements (v. 5.21.00); BD FACSDiva (Version 6.1.3); The Applied Biosystems® 7500 Fast Real-Time PCR System; Image J (1.48v)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | Bulk RNA-sequencing: Raw reads were mapped to D. melanogaster genome (BDGP6) and counts assigned to protein-coding genes were calculated using featureCounts (v1.6.3). DESeq2 was then used to identify significantly differently expressed genes using the following parameters: Padj<0.01, and the absolute value of log2 FC>0.5. GO analysis for differently expressed genes was performed using DAVID 42, and the R package “pheatmap” was used for generating heatmaps.<br>Dam-ID analysis: Raw sequencing reads were mapped to the D. melanogaster genome (BDGP6) using bowtie2 (version 2.2.4). R package iDEAR 0.1.0 was subsequently used for establishing highly reliable profiles of Pros-binding sites in Drosophila EEs. The density of Pros-binding on each genomic region was normalized to the total number of mapped reads. BigWig files were generated for visualization using the Homer package.<br>The GSEA analysis was performed done using the R package “clusterprofiler”;<br>GraphPad Prism 5 software (GraphPad Software Inc.) was used to calculate p-values by unpaired student’s t-test or anova test. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed datasets, including RNA-seq data and Dam-ID results generated in this study have been deposited in the GEO database under accession code GSE211632. Two RNA-seq data sets previously reported by our lab have also been used in this study and were available in the GEO database, under the accession code GSE130943 (RNA-seq data of esg+ cell) and GSE130305 (RNA-seq data of EC cell).

The relevant raw statistics data for each graph generated in this study are provided in the Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Pre-determining sample sizes is not necessary, as the number of Drosophila is not limited. Sample sizes were determined based on variations between different genotypes and treatments. At least 2-3 replicates were carried out for each experiment.               |
| Data exclusions | No data were excluded from these analysis.                                                                                                                                                                                                                          |
| Replication     | All experiments were reproduced for at least 2-3 times and representative results were shown in the manuscript. For key results, independent RNAi lines targeting to the same genes were also used to verify these findings.                                        |
| Randomization   | The flies with same genotypes were collected together and been randomly allocated into different groups or treatments.                                                                                                                                              |
| Blinding        | Blinding was performed in all quantifications. Other experiments were not blinded to the investigators, as the genotypes of the fly stains should be visible to the investigators to carry out appropriate treatment, and staining with the appropriate antibodies. |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source. |

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |

Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used in this study were listed as follows: mouse anti-Pros (DSHB #MR1A; 1:300); rabbit anti-AstC (lab generated antibody (RRID: AB_2753141) and gift from Dr. Dick Nassel); rabbit anti-Tk (lab generated antibody (RRID: AB_2569591) and gift from Dr. Jan-Adrianus Veenstra); rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1: 6000); rabbit polyclonal anti-Cleaved Drosophila Dcp-1 antibody (AB_2721060; 1: 300); mouse monoclonal anti-β-galactosidase (DSHB, # 40-1a; 8:300);. Secondary antibodies used in this study include Alexa Fluor 488-, 568- or Cy5-conjugated goat anti-rabbit, anti-mouse IgGs (Molecular Probes, A11034-A11036, A10524; 1:300) |
| Validation      | All antibodies used in this study have been validated by previous work specifically in Drosophila midgut. mouse anti-Pros (DSHB #MR1A; 1:300); rabbit anti-AstC (gift from Dr. Dick Nassel); rabbit anti-Tk (gift from Dr. Jan-Adrianus Veenstra) (PMID: 31851941) rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1: 6000); rabbit polyclonal anti-Cleaved Drosophila Dcp-1 antibody (AB_2721060; 1: 300); mouse monoclonal anti-β-galactosidase (DSHB, # 40-1a; 8:300) (PMID: 32460025)                                                                                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.                                                                             |
| Authentication                                                       | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                             | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.       |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The study involves the use of *Drosophila Melanogaster* (fruit fly). The following fly strains were used in this study: prosV1-Gal4, UAS-GFP (gift from Bruce Edgar); Rab3-EYFP (BDSC, #62541); UAS-RFP, LexAop-GFP (BDSC, #32229); CCHA1-R-LexA; CCHA1-LexA; NPF-LexA; AstA-LexA; CG32547-Gal4; DH31-LexA; AstC-Gal4; Tk-Gal4; UAS-oDam; these lines were previously generated in our lab. UAS-oDam-Pros (This study); mirrB1-B12-lacZ (BDSC, #10880); CCHA1Pros-lacZ (This study); CCHA1Pros  $\Delta$ motif-lacZ (This study); NPFPros-lacZ (This study); NPFPros  $\Delta$ motifs-lacZ (This study); Ptx1Pros-lacZ (This study); Fer1Pros-lacZ (This study); myo1A-Gal4, UAS-GFP; esg-Gal4, UAS-GFP; UAS-Pros (BDSC, #32244); UAS-Ptx1 (generated in this study); UAS-Fer1-3\*HA (FlyORF, F000074); UAS-mirr-3\*HA (FlyORF, F001890); UAS-Nicd (gift from Ting Xie); UAS-pros-RNAi (JF02308, Chr.3; HMJ02107, Chr.2); mirr-RNAi (JF02196, Chr.3; SH05171.N, Chr.2); fer1-RNAi (JF02821, Chr. 3); Ptx1-RNAi (SH05053.N, Chr.3); esg-RNAi (HMS00025, Chr.3); Notch-RNAi (BDSC, #7078); UAS-Flp, Act<stop>lacZ and Tub-Gal80ts were all obtained from BDSC. Adult female flies with correct genotypes were collected and used for subsequent genetic manipulation for 7d in most experiments. Details for treatments were presented in the figure and the main text.

### Wild animals

This study did not use wild animals

### Reporting on sex

Adult female flies were used in this study.

### Field-collected samples

This study did not use field-collected samples.

### Ethics oversight

The use of *Drosophila* does not require ethical approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

### Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

### Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

### Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

### Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |
|--------------------------|--------------------------|----------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- |                          |                          |                                                                             |
|--------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

*For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

Files in database submission

*Provide a list of all files available in the database submission.*

Genome browser session

(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

### Methodology

Replicates

*Describe the experimental replicates, specifying number, type and replicate agreement.*

Sequencing depth

*Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.*

Antibodies

*Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.*

Peak calling parameters

*Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.*

Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

100-150 guts for each sample were dissected in ice-cold DEPC-PBS within 2 hours, and were digested in 1mg/ml elastase solution (Sigma, cat. no. E0258) for 1 hour at room temperature with gentle shakes. The dissociated samples were then centrifuged at 500g for 10 min at 4 °C, and re-suspended in 500µl DEPC-PBS with 1mg/ml propidium iodide (PI, Invitrogen, #P3566).

|                           |                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Cells were collected using a FACS Aria II sorter (BD Biosciences)                                                                                                                                                                                                                                                                                                                   |
| Software                  | BD FACSDiva (Version 6.1.3)                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | Around 20000 PI- GFP+ cells were sorted for each sample.                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | First side scatter (SSC-A, log) and forward scatter (FSC-A, log) are plotted to eliminate fragments in the cell suspension (P1); second, PI-561nm and FSC-A are plotted to eliminate PI+ dead cells (P2); thirdly, FSC-A/ FSC-W (P3) and SSC-A / SSC-W (P4) are further plotted to exclude cell clusters; and finally, FITC (GFP) and SSC-A are plotted to collect GFP+ cells (P5). |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                            |
|---------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Indicate task or resting state; event-related or block design.                                                                                                                                                                                             |
| Design specifications           | Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.                                                                  |
| Behavioral performance measures | State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects). |

### Acquisition

|                               |                                                                                                                                                                                    |
|-------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Specify: functional, structural, diffusion, perfusion.                                                                                                                             |
| Field strength                | Specify in Tesla                                                                                                                                                                   |
| Sequence & imaging parameters | Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle. |
| Area of acquisition           | State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                    |

### Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

### Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                  |
|---------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                                                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| Correction                                                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

| n/a                      | Involvement in the study                                              |
|--------------------------|-----------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

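RNA was sequenced from EEs sorted from the midguts of adult female flies, in 3 control samples (prosV1-Gal4 ts, UAS-GFP) and 3 *pros*-depleted samples (the same with UAS-*pros-RNAi*), after 7 days at 29 °C. The authors mapped the reads to BDGP6, counted them per gene with featureCounts and deposited the counts, without normalization, in a single table of 17558 genes, of which 15726 had at least 1 count in any sample. The methods speak of protein-coding genes, and the deposited counts also cover non-coding genes. The authors' table gives each gene's exonic length in bp beside the counts, which was used for a check of length bias only. Samples were grouped by the condition and replicate number in their labels. The labels number the replicates of each group from 1 to 3, which is the only origin of the pairing used in the fit with a replicate block. The paper's text does not name whether counting used strand or how reads with several positions were treated, so genes with overlapping exons and near-identical copies are uncertain. Gene symbols are those of the table, and coordinates are those of its BDGP6 annotation.

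Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in at least 3 samples were kept, library sizes were scaled by TMM, and the groups were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds, an adjusted p under 0.01 and an absolute log2 fold change over 0.5, are those stated in the paper's methods for DESeq2, while the adjusted p values that Supplementary Data 1 shows reach 0.0498. Values in CPM use the TMM-scaled library sizes. Between 27183747 and 40766059 counts per sample lay on genes, and 3 counts were taken as the smallest level a sample can show. The enrichment score used fgsea 1.28.0 with 10000 permutations of genes, and camera used limma 3.58.1 on log2 CPM with a prior count of 2. Camera ran with its preset correlation between genes, so its p values do not reflect the correlation within each list. Random lists were drawn 10000 times, matched on mean expression in 20 bins. Tables were joined in Python 3.11.15 with pandas 2.3.3, the Fisher's exact test used scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

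The tests were first tested on simulated data, with counts drawn for the real genes and 200 genes changed by known amounts among those with a mean expected count of at least 50. edgeR, run on 10213 genes, recovered 96.2% of 133 genes changed by an absolute log2 fold change of at least 2, and 26.9% of 67 genes changed by 1, and called 0 unchanged genes. DESeq2, run on 10374 genes, recovered 100% and 31.3% of them and called 4 unchanged genes. Changes near a log2 fold change of 1 were therefore often missed in this simulation. More genes were called in the real data, which eases the adjustment, so the share missed there may differ.

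The rule for the genes named was fixed before the counts were seen. It takes the genes the paper names for this comparison and the members of its hormone, receptor, secretory and convertase lists that were not called lower. It also takes the 3 highest and 3 lowest estimated log2 fold changes among called genes whose groups did not overlap. Genes named outside this rule are said to be so. The alternatives fixed in advance were DESeq2 1.42.0, RLE factors, library size without further scaling, no filter on low counts, a mean of at least 50 counts, an adjusted p under 0.05, an absolute log2 fold change over 1, a test against a minimum fold change (glmTreat), a replicate block, protein-coding genes alone, other ranking and weighting of the enrichment score, and leaving out each sample in turn. DESeq2 with an adjusted p under 0.05, a uniform offset of the log2 fold changes and the thinning of libraries to an equal total were added after the data were seen. The Dam-ID data and the progenitor and enterocyte profiles were not analysed here, and GC content was not tested.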

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

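The comparisons with visceral muscle markers and with other epithelial cells, the splits for the marker lists, each cell cycle test, and the depth and neighbour tests of genes at the floor with the distance test of the genes that fell, were chosen only after the result was seen.

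Genes that mark progenitor cells, which the paper does not discuss as a list in this comparison, were higher in *pros*-depleted EEs. All 10 markers had a positive log2 fold change, with a median of 1.80, and 6 were called higher. Enterocyte markers had a median log2 fold change of 2.18, with 8 of 16 called higher and 15 of 16 positive. Camera with Benjamini-Hochberg adjustment over the 7 lists gave adjusted p of 1.54e-05 and 1.19e-06, and over the alternatives these stayed between 1.63e-06 and 5.13e-05 and between 1.27e-08 and 9.37e-06. The mean log2 CPM of either list was higher in each of the 3 *pros*-depleted samples than in every control sample. Expression level was weighed with random lists, and 100% of the 10000 had a median at or below that of each list. After the trend with gene length was subtracted, the medians were 1.84 and 2.19. Visceral muscle markers had a median of 0.155 (camera adjusted p = 0.565, and 0.360 to 0.678 over the alternatives), with 1 of 12 called higher and 1 lower. Their values ran from -3.82 (*up*) to 2.05 (*bt*), with 8 positive and 4 negative. No common rise of muscle markers was seen, but a median over genes that move both ways cannot decide whether gut tissue was carried over. RNA from progenitors and enterocytes in the sort remains open, because a larger share of such cells and a rise within EEs would both put 3 of 3 *pros*-depleted samples above the controls, and the counts hold no other measure of purity. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 gave as large a median for either list, the real one, and 1 of all 10 splits did, which is the smallest count the design allows. The other 6 splits part 1 such pair. The rise may come from a partial change of EEs toward other epithelial fates, and it cannot be told apart from RNA of other epithelial cells.

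Cell cycle genes moved in the same direction by less. Their median log2 fold change was 0.933, 19 of 20 genes were positive, and 1 of 20, *stg*, named here after its value was seen, was called higher. The camera adjusted p was 1.54e-05 (1.63e-06 to 0.000257 over the alternatives). In 16 of the 20 genes all *pros*-depleted samples lay above all control samples, against 43.0% of all genes tested that were separated in one direction or the other and 10% by chance. Random lists lay at or below this median in 100% of draws, and the length-adjusted median was 0.855. The muscle median of 0.155 cannot decide here either on unsorted tissue, since the muscle markers moved both ways. Dividing progenitor cells in the sort could also raise these genes in 3 of 3 samples, so that RNA from other epithelial cells cannot be separated from a change within EEs. Of the 4 comparable splits, 1 gave as large a median, the real one.

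At 3 or fewer counts in every control sample, 19 genes were above 3 counts in every *pros*-depleted sample and called higher, and 28 genes showed the opposite pattern. A difference in depth is not behind the 19 genes, since the smallest control total was 1.09 times the smallest *pros*-depleted total. If the parental chromosomes of the genotypes differed in a few segments, these genes would lie close together. By the median distance to the nearest other gene, 93.6% of 10000 draws of equally many genes called higher lay as close or closer, and for the 28 genes that fell 15.0% of draws of genes called lower did. Of the 19 genes, 2 had another within 100 kb, which 45.3% of draws reached or exceeded, and of the 28 genes 4 did, which 20.8% reached or exceeded. These 4, singled out after their values were seen, are *CR45719*, *CG13991*, *Muc26B* and *CG13989*, which start between 6133258 and 6160400 on chromosome 2L. Neither test found the genes closer together than other called genes over the whole set, and a difference in a single segment, such as this one, is not excluded. *v*, an eye colour gene, belongs to the 19 genes that rose. *y*, a body colour gene singled out after its values were seen, had 1, 7 and 1 counts in the control samples and 393, 1107 and 546 in the *pros*-depleted samples (log2 fold change 7.97). *w*, singled out likewise, fell by 1.13 on the log2 scale and was not called. Such genes are common markers of fly stocks and transgenes, and a marker carried with the RNAi transgene may account for *v* and *y*, which the distance tests do not address. Strain differences at single genes were not tested.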

How the results depend on the processing

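DESeq2 with an adjusted p under 0.05 and the alternatives for the marker lists were tests chosen only after the result was seen, and the other alternatives before the data were examined.

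The direction of the EE signature held in every fit run. Across the alternatives fixed in advance, its median log2 fold change stayed between -2.62 and -2.24, the genes called lower between 105 and 181, and the NES between -3.39 and -2.96 apart from -12.3 with a weight of 0. The *pros* log2 fold change stayed between -2.16 and -1.77 and was called in each fit. Peptide hormones called lower ranged from 10 to 12, receptors from 10 to 16, and EE-specific TFs from 5 to 8.

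The number of genes called depended more on the processing. DESeq2 called 942 higher and 1266 lower, 489 and 825 of them shared with edgeR. An adjusted p under 0.05 gave 1184 and 1519, and DESeq2 at that threshold 1462 and 1686. With glmTreat, 294 genes were higher and 540 lower, secretory genes called lower fell to 6, and TFs that are not EE-specific called higher to 0. Scaling by library size alone moved the median log2 fold change of all genes from 0.02 to 0.14 and gave 596 higher and 677 lower, or 46.8% higher. Across the 6 fits that each left out one sample, genes called higher ranged from 188 to 317, genes called lower from 413 to 596, secretory genes from 3 to 9, convertases from 3 to 5, TFs that are not EE-specific from 0 to 1, genes of the GO categories from 70 to 92 and Pros target genes from 121 to 162. The cause of these changes was not tested.

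The replicate numbers belong to different flies, and the deviations of same-numbered samples from their group means correlated at 0.0440, against -0.0221 for differently numbered samples. With the replicate number as a block, 346 genes were called higher and 643 lower, of which 307 and 611 were also called without it. The log2 fold change of *pros* was then -1.99 (adjusted p = 0.00245 from edgeR with Benjamini-Hochberg adjustment), the EE signature genes called lower numbered 125, and the NES was -3.15.

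Of the results recomputed, the log2 fold change of *Fur2* (0.0196 without control replicate 3, and from -0.41 to 0.0196 over the fits without one sample) and the median of the fat body and yolk markers (-0.0156 without *pros*-depleted replicate 3, and from -0.0156 to 1.79) changed sign, and neither passed its threshold in any alternative run. Among the other results for single genes and marker lists, 708 comparisons with an alternative kept their side of the threshold, 30 moved past it and 28 no longer passed. *NPF*, *mirr* and *NK7.1* lost their calls most often when a sample was left out. *CCHa1*, *CCKLR-17D3*, *sNPF-R*, *Pdfr* and *Syt7* were called by DESeq2 and without a filter.

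The other 9 splits of the 6 samples gave 0 genes called, with between 100 and 847 genes at an unadjusted p under 0.05, against 4015 in the real one. For genes called higher, genes called lower, the signature median and NES, and each list count, 1 of the 4 splits that part all same-numbered pairs gave as large a result, the real one, and so did 1 of all 10. The splits that part 1 pair differ from the real one in that they keep the samples of the other pairs together. The size of the median reached 0.77 in the other splits, and that of the NES 3.11, close to the real one, so that the NES separates the real split little. In simulated data with 200 changed genes, 26.9% of changes by a log2 fold change of 1 were recovered. The real comparison called 1317 genes, and more changed genes ease the Benjamini-Hochberg cutoff. Of its 13 secretory genes, with a median log2 fold change of -1.16, 11 were called. The simulated share therefore cannot tell how often changes of the size estimated for *drm* or *exex* are missed here.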

Differences from the paper's values

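The paper reports 1741 genes higher, and 491 were called here. Among the alternatives set before the data were examined, an adjusted p under 0.05 came within 1.5 times of the paper's value, with 1184 genes, and the others did not. DESeq2 with an adjusted p under 0.05, chosen after seeing the values, gave 1462. The paper's methods state an adjusted p under 0.01, and the paper's largest adjusted p shown in Supplementary Data 1 is 0.0498. That list also shows 15 genes higher and 15 lower with an infinite fold change. Whether it came from the tool and threshold that the methods state is thus uncertain, and other tools were not run. A uniform offset added to the log2 fold changes, also chosen after seeing the values, and taken from the paper's own values, gave 1488 with DESeq2, 2254 with DESeq2 at an adjusted p under 0.05 and 1904 with edgeR at that threshold.

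The paper's NES of the EE signature is -3.466, and -3.16 was obtained here. Differences within the spread of the fits without one sample (SD 0.177) were reached with library size alone (-3.34), with no filter on low counts (-3.30), with ranking by the signed square root of F (-3.31), and without control replicate 1 (-3.34), 2 (-3.32) or 3 (-3.39). The other alternatives set before the data were examined did not come within it.

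Of the Pros target genes that the paper gives as lower, 309 by its count, 197 were called lower here. DESeq2 gave 273, no filter on low counts 233 and an adjusted p under 0.05 gave 279, each within 1.5 times of the paper's value, and the other alternatives set before the data were examined were not. DESeq2 with an adjusted p under 0.05, chosen after seeing the values, gave 295.

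The paper has more genes higher than lower, whereas here 491 were higher and 826 lower, and more were lower under each alternative set before the data were examined. With the uniform offset, chosen after seeing the values, more were higher. The paper describes almost all EE signature genes as lower, and 138 of 228 were called so, with 217 negative. It gives *drm* and *sug* as lower, which were not called here, with log2 fold changes of -0.85 and -0.92. *drm* was called at an adjusted p under 0.05, and *drm* and *sug* by DESeq2 at that threshold, the latter test chosen after seeing the values. With the uniform offset, chosen after seeing the values, neither was called in any of its 4 tests, and *NPF*, which the paper gives as lower and which was called here, was no longer called by edgeR at an adjusted p under 0.01 (adjusted p = 0.0106). *ITP* and *Tre1*, which the paper gives as higher, had 0.70 and 0.66 and were not called. *ITP* was called at an adjusted p under 0.05 and, chosen after seeing the values, by DESeq2 at that threshold. With the uniform offset, chosen after seeing the values, *ITP* and *Tre1* were called by DESeq2 at either threshold and by edgeR at an adjusted p under 0.05. Of the TFs the paper gives as higher, *esg* (0.55), *Nlp* (0.31), *mamo* (0.51) and *exex* (0.68) were not called under any of the 17 alternatives. With the uniform offset, again chosen after seeing the values, *mamo* and *exex* were called by either tool at an adjusted p under 0.05, and *esg* and *Nlp* were not. *CCHa1*, which the paper plots among the lower Pros targets, had -1.91 and was not called. It was called by DESeq2 at either threshold (the second chosen after seeing the values), without a filter on low counts, at an adjusted p under 0.05, with the replicate block and without *pros*-depleted replicate 3, and, chosen after seeing the values, with the offset in each test but edgeR at an adjusted p under 0.01. Of the secretory genes the paper gives as lower, *Syt7* (-0.95) and *CanB2* (-0.44) were not called. *Syt7* was called by DESeq2 at either threshold (the second chosen after seeing the values), without a filter, at an adjusted p under 0.05 and without *pros*-depleted replicate 2, and, with the offset chosen after seeing the values, by either tool at an adjusted p under 0.05. *CanB2* was called under none of the settings run. *CCKLR-17D3* (-1.65), plotted by the paper among the lower Pros targets, was called by DESeq2 at either threshold (the second chosen after seeing the values), without a filter, at an adjusted p under 0.05 and without control replicate 1, and, with the offset chosen after seeing the values, in each test but edgeR at an adjusted p under 0.01. *Pal1* (0.68), which the paper gives as higher, was called by DESeq2 at an adjusted p under 0.05 and, with the offset, by DESeq2 at either threshold and edgeR at an adjusted p under 0.05, each chosen after seeing the values.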

Other observations

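The uniform dilution test of the signature, the comparison of Dam-ID targeted with other signature genes, the offset test and the splits for the marker lists were chosen only after the result was seen.

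The fall of the EE signature was weighed against technical explanations. With gene length accounted for, its median log2 fold change was -2.46, and without the 20 genes with the most counts it was -2.32. Of the random lists matched on expression level, 0% had a median as low. With every library thinned to 27183747 counts, 139 signature genes were called lower, 138 of them also called at full depth. For dilution of EE RNA by RNA of other cells, 66.7% of the signature genes lay more than 2 standard errors from the list median. This spread does not decide the question, because the list was chosen by enrichment and genes with different residual expression in other cells would also fall unequally under dilution. The fall of the whole signature cannot be told apart from such dilution by this test. Under dilution alone, genes that the paper gives as specific to EEs would fall equally. The 14 hormones, of which the paper gives *ITP* and *Nplp2* as not EE-specific, had a median of -3.95 (quartiles -4.71 and -2.20). The 9 EE-specific TFs had a median of -1.77 (quartiles -2.07 and -1.43, standard errors 0.181 to 0.339). These unequal falls argue against dilution as the only cause for these hormones and TFs, and dilution in part remains open. The list was chosen for high expression in EEs, and the paper's text does not name whether the control samples served for the choice, so an effect of that choice was not tested. GC content was not tested.

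Heat shock genes, a list the paper does not discuss, were lower, with a median log2 fold change of -1.49 over 11 genes, 5 of them called lower (camera adjusted p = 0.00324, and 0.000339 to 0.0111 over the alternatives). In all 3 *pros*-depleted samples the list mean lay below every control sample. Of the random lists, 0.01% had a median at or below it, and the median closest to 0 without one sample was -1.19. Without the *Hsp70* genes, whose copies are nearly identical, the median was -0.57, just past the limit of 0.5 set for the test. The size of the median thus rests largely on the *Hsp70* genes, and whether reads were shared between their copies was not measured. *Hsp70Aa* (-1.97, called lower) is also an EE signature gene, so this fall is not separate from that of the signature. Among the other genes, *Hsp68* (-1.87) and *DnaJ-1* (-1.20) were called lower, while *Hsp27* (0.23) and *Hsp83* (0.25) were positive and not called. Of the 4 comparable splits of the samples, 1 gave as large a median, the real one. A difference in stress during dissociation and sorting is a possible explanation that was not tested, and no biological explanation was tested.

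The shifts of visceral muscle, fat body and yolk, and antimicrobial genes did not pass the test. Their medians were 0.155, 0.69 and -1.14, with camera adjusted p of 0.565, 0.776 and 0.776, and 3 of the 14 antimicrobial genes had enough counts to be tested. As large a median was given by 3 of the 4 comparable splits for muscle, by 3 for fat body and yolk, and by 2 for the antimicrobial genes.

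The hypothesis that binding by Pros goes with a larger fall was tested within the EE signature. Of the 66 genes that the paper gives as Dam-ID targets, 69.7% were called lower, against 56.8% of the 162 others (two-sided Fisher's exact test over genes, p = 0.0751), and the medians were -2.47 in both groups. The difference did not pass, and genes are not independent replicates.

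The log2 fold changes printed in Supplementary Data 1 were compared with those computed here. Over 1922 genes they correlated at 0.965 (Pearson, across genes, which are not independent replicates), and the paper's values were higher by a median of 0.20, with quartiles of 0.18 and 0.25. The offset was 0.21 over 1699 genes the paper gives as higher and 0.19 over 223 it gives as lower. Recentring on the median of all genes tested, which was already near 0, left 491 genes higher and could not decide the question. Raising every log2 fold change by the offset gave 716 genes higher and 628 lower with edgeR, but the offset was taken from the paper's own values and added to every gene alike, so that these counts follow from it and do not test a difference in scaling. The sign was shared by 99.5% of 1700 genes the paper gives as higher and by 99.9% of 1018 it gives as lower.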
